# Short-Term Treatment with the Urease Inhibitor N-(n-Butyl) Thiophosphoric Triamide (NBPT) Alters Urea Assimilation and Modulates Transcriptional Profiles of Genes Involved in Primary and Secondary Metabolism in Maize Seedlings

**DOI:** 10.3389/fpls.2016.00845

**Published:** 2016-06-22

**Authors:** Laura Zanin, Silvia Venuti, Nicola Tomasi, Anita Zamboni, Rita M. De Brito Francisco, Zeno Varanini, Roberto Pinton

**Keywords:** gene expression, microarray, nitrogen fertilizers, nitrogen nutrition, root uptake, urea, urea metabolism, *Zea mays*

## Abstract

To limit nitrogen (N) losses from the soil, it has been suggested to provide urea to crops in conjunction with the urease inhibitor N-(n-butyl) thiophosphoric triamide (NBPT). However, recent studies reported that NBPT affects urea uptake and urease activity in plants. To shed light on these latter aspects, the effects of NBPT were studied analysing transcriptomic and metabolic changes occurring in urea-fed maize seedlings after a short-term exposure to the inhibitor. We provide evidence that NBPT treatment led to a wide reprogramming of plant metabolism. NBPT inhibited the activity of endogenous urease limiting the release and assimilation of ureic-ammonium, with a simultaneous accumulation of urea in plant tissues. Furthermore, NBPT determined changes in the glutamine, glutamate, and asparagine contents. Microarray data indicate that NBPT affects ureic-N assimilation and primary metabolism, such as glycolysis, TCA cycle, and electron transport chain, while activates the phenylalanine/tyrosine-derivative pathway. Moreover, the expression of genes relating to the transport and complexation of divalent metals was strongly modulated by NBPT. Data here presented suggest that when NBPT is provided in conjunction with urea an imbalance between C and N compounds might occur in plant cells. Under this condition, root cells also seem to activate a response to maintain the homeostasis of some micronutrients.

## Introduction

It has been estimated that the global consumption of maize will double before 2050, with this cereal becoming the crop with the greatest production worldwide (Rosegrant et al., 2008).

Due to the low nitrogen (N) use efficiency (< 33%; Raun and Johnson, 1999), large amounts of N fertilizer have to be applied to sustain a high productivity of cultivated maize.

Urea represents the major form of N fertilizer applied worldwide (>50%; Heffer and Prud'hommer, 2014). During the last years a large number of studies demonstrated that roots of higher plants, including crops, possess dedicated transport systems for the acquisition of external urea. When present at low concentration in the soil, urea is taken up by plants through DUR3, a specific transporter present in the plasma membrane of root cells. The DUR3 transporter belongs to the sodium:solute symporter (SSS) family and is the major component of the high affinity urea transport system in plants (Kojima et al., 2007). Several aquaporins have been described as components of a low affinity acquisition system, although their role in urea nutrition remains to be clarified (Gu et al., 2012; Yang et al., 2015; for review see Kojima et al., 2006).

It has been suggested that more than the assimilation, the limiting factor for an efficient use of urea in crop plants is the slow uptake (Wang et al., 2013), which in turn depends on urea persistence in the soil. Once in the soil the stability of urea is affected by the presence of urease, an ubiquitous enzyme released by the microbial population or deriving from the decomposition of organic matter. This enzyme catalyzes the rapid hydrolysis of urea releasing carbon dioxide and ammonia, a N form which might be lost from the soil through volatilization (Dawar et al., 2011; Soares et al., 2012).

In order to delay urea hydrolysis, it has been proposed to apply urea in association with urease inhibitors (Zaman et al., 2008). In co-formulation with urease inhibitors, urea is available as an intact molecule for plant acquisition during a long term, acting essentially as a controlled (or slow) release N-fertilizer (Trenkel, 2010).

Several chemical compounds have been described to act as urease inhibitors (Kiss and Simihaian, 2002). Today the most promising and tested urease inhibitor applied in soils is N-(n-butyl) thiophosphoric triamide (NBPT), often formulated into granular urea fertilizers. This compound is a structural analog of urea (Medina and Radel, 1988) and acts with a mixed inhibition on urease activity (Juan et al., 2009). NBPT forms stable complexes with urease (Watson, 2005) coordinating both nickel (Ni) atoms of the urease active site and binding the oxygen atom of the urea-derived carbamate (Manunza et al., 1999).

Although NBPT is widely used, very few information is available on its interaction with the environment, the effects on soil and water quality, on animal health, and also on plant growth (for review see National Industrial Chemicals Notification and Assessment Scheme, 1997; Arora and Srivastava, 2013). Some studies showed that NBPT can affect soil characteristics, such as pH, temperature, and moisture content (Hendrickson and O'Connor, 1987; Hendrickson and Douglass, 1993; Sigunga et al., 2002; Clough et al., 2004), and lead to phytotoxic symptoms (Krogmeier et al., 1989; Bremner, 1995; Watson, 2000).

In a previous study (Zanin et al., 2015a), it was demonstrated that the presence of NBPT in the nutrient solution limited the capacity of plants to use urea as a N-source, resulting in a limited net-uptake rate of urea and in a reduced accumulation of ureic-N in maize seedlings. At least in part, this effect might be the consequence of NBPT uptake by roots. Indeed, in pea and spinach, NBPT was detected in plant tissues when roots were treated with a high concentration of this molecule (Cruchaga et al., 2011). This evidence highlights that NBPT can cross the root plasma membrane (Cruchaga et al., 2011) although the transport mechanism remains to be defined. Plant metabolism was affected by the accumulation of the urease inhibitor within the cells, as shown by a lower endogenous urease activity. This effect in turn determined an increase of the urea internal pool and a strong reduction of the ammonium levels in plant tissues (Artola et al., 2011; Cruchaga et al., 2011; Zanin et al., 2015a). Also the downstream reactions of the cytosolic urea assimilation were affected by NBPT, as indicated by the low glutamine synthetase activity (Artola et al., 2011) and the low expression of genes coding for glutamine and asparagine synthetases (Zanin et al., 2015a). Indeed, these enzymes might play a key role in the assimilation of ammonium released by the cytosolic hydrolysis of urea (as proposed by Mérigout et al., 2008; for review see Pinton et al., 2016).

Often the treatment with the combination of urea and NBPT is associated with leaf tip scorch and necrotic margins of laminar leaves (Krogmeier et al., 1989; Watson and Miller, 1996; Artola et al., 2011; Cruchaga et al., 2011). Although it is unclear if these visible symptoms are indirectly due to a cytotoxic effect of over-accumulated urea, the inhibitor is known to alter the first steps of ureic-N assimilation (Cruchaga et al., 2011; Zanin et al., 2015a). No information is available on possible further influences of NBPT on primary and secondary plant metabolism.

In the present work, maize seedlings were used for a transcriptomic analysis aiming to provide an overview of metabolic changes occurring in plants when NBPT is applied. Changes in the amino acid profiles as well in the urease activity were also monitored.

## Materials and methods

### Plant material and growth conditions

Maize seeds (*Zea mays* L., inbred line PR33T56, Pioneer Hybrid Italia S.p.A.) were germinated over aerated 0.5 mM CaSO_4_ solution in a dark growth chamber at 25°C. After 3 days, the seedlings were transferred into an aerated hydroponic system in a controlled climatic conditions: day/night photoperiod, 16/8 h; light intensity, 220 μmol m^−2^ s^−1^; temperature (day/night) 25/20°C; relative humidity 70 to 80%. After 2 days (5 day old) plants were transferred to a N-free nutrient solution (*Control* treatment) containing (μM): KCl 5; CaSO_4_ 500; MgSO_4_ 100; KH_2_PO_4_ 175; NaFe-EDTA 20; H_3_BO_3_ 2.5; MnSO_4_ 0.2; ZnSO_4_ 0.2; CuSO_4_ 0.05; Na_2_MoO_4_ 0.05. When present nitrogen was added to nutrient solution in form of urea [0.5 mM CO(NH_2_)_2_] (*Urea* treatment). The urease inhibitor NBPT [N(n-butyl) thiophosphoric triamide, Apollo Scientific Ltd] was applied in conjunction with urea (*Urea*+*NBPT* treatment) at a concentration of 0.897 μM, corresponding to 0.5% w/w of urea, that is the amount commonly used in the commercial formulation of NBPT-urea fertilizer. The pH of solution was adjusted to pH 6.0 with potassium hydroxide (KOH).

Physiological and transcriptional analyses were performed on 5-day-old maize plants exposed up to 24 h to the different N treatments. Nitrogen sources were supplied to nutrient solution after 1 h from the beginning of the light phase (*T*_0_ = 0 h of treatment). After 8 and 24 h of treatment, pool of six plants for each sample were analyzed immediately for physiological experiments or stored at −80°C until further processing for molecular works.

### Molecular work: microarray analyses and real-time RT-PCR validation

RNA extractions were performed using the Invisorb Spin Plant RNA kit (Stratec Molecular) as reported in the manufacturer's instructions. Maize roots (70 mg) were homogenized in liquid nitrogen and the powder was mixed with 900 μl of DCT solution and dithiothreitol according to the suppliers' instructions. The RNA was evaluated in an agarose/ formaldehyde gel and quantified using a spectrophotometer Nanodrop 2000 instrument (Thermo Scientific). For the microarray analysis, the RNA quality and quantity were determined using a Bioanalyzer Chip RNA 6000 series II (Agilent) and three independent biological replicates were used, for a total of 6 hybridizations. The cDNA synthesis, labeling, hybridization and washing reactions were performed according to the NimbleGen Arrays User's Guide (www.nimblegen.com). Each hybridization was carried out on a NimbleGen microarray (maize chip 12 × 135K Arrays from Roche), representing 59756 transcripts predicted from the B73 reference genome (ftp.maizesequence.org/current/filtered-set/ZmB73_5b_FGS_cdna.fasta.gz). A complete description of the chip is available at the Gene Expression Omnibus (www.ncbi.nlm.nih.gov/geo) under the series entry (GPL17540). The microarray was scanned using an Axon GenePix 4400 (Molecular Devices) at 532 nm (Cy-3 absorption peak) and GenePix Pro7 software (Molecular Devices) according to the manufacturers' instructions. Images were analyzed using NimbleScan v2.5 software (Roche), which produces Pair Files containing the raw signal intensity data for each probe and Calls Files with normalized expression data- (quantile normalization) derived probe summarization through RMA analysis (Irizarry et al., 2003). Analysis of normalized data (Calls Files) was performed using the open source software of the Bioconductor project (Gentleman et al., 2004) with the statistical R programming language (Ihaka and Gentleman, 1996). Differentially expressed probes were identified by linear model analysis (Smyth, 2005) using the LIMMA package and applying Bayesian correction, adjusted *P* ≤ 0.05, *n* = 3, *FC* ≥ |2.00|. All microarray expression data are available at the Gene Expression Omnibus (www.ncbi.nlm.nih.gov/geo) under the series entry GSE76828 and GSE53102.

Gene ontology (GO) analysis and GO enrichment was performed using the Singular Enrichment Analysis (SEA) of AgriGO (Du et al., 2010) with *Zea mays* 6a (http://genome.jgi.doe.gov/; Schnable et al., 2009) as custom reference background. Hypergeometric tests with Yekutieli as multi-test adjusted method were performed using the default parameters to adjust the *P*-value.

Visualization of transcript expression differences within specific pathways was carried out using *MapMan v.3.5.1R2* (Usadel et al., 2009) with the mapping file provided by the *MapMan* homepage (*Zmays_181;* http://mapman.gabipd.org/) and custom files for the pathways: urea assimilation and primary metabolism (Supplementary Table 1, Supplementary Figure 1) and phenylpropanoid pathway (Supplementary Table 2, Supplementary Figure 2).

To validate the microarray results, real-time RT–PCR analyses were performed. Total RNA was treated with 1 U mg^−1^ RNA of DNase I (Sigma Aldrich) and cDNA was synthesized from 1 μg of RNA following the application protocol of the manufacturers [42°C for 1 h with 1 pmol of oligo d(T)_23_VN (Sigma Aldrich); 15 U of Prime RNase Inhibitor (Eppendorf); 10 U of M-MulV RNase H^−^ (Finnzymes)]. After RNA digestion with 1 U of RNase A (USB) for 1 h at 37°C, gene expression analyses were performed by adding 0.16 μl of the cDNA to the real-time RT-PCR complete mix, FluoCycle™ sybr green (20 μl final volume; Euroclone, Pero, Italy), in a DNA Engine Opticon Real Time PCR Detection system (Biorad). Real-time RT-PCRs for 15 genes identified in the microarray comparisons were performed (Supplementary Table 3). The primers were designed using Primer3 software (Koressaar and Remm, 2007; Untergasser et al., 2012) and they were synthesized by Sigma Aldrich (Supplementary Table 3). The analyses of real-time results were performed using Opticon Monitor 2 software (Biorad) and the qPCR package (version 1.1–8; www.dr-spiess.de/qpcR.html) for the statistical R software (version 2.9.0). Efficiencies of amplification were calculated following the authors' indications (Ritz and Spiess, 2008). Real-time RT-PCR results were validated using two reference genes, on *ZmGPDH* and *ZmTUA*. Data were normalized with respect to the transcript level of the reference genes using the 2^−ΔΔCT^ method, where ΔΔCT = (C_T, Target_ − C_T, HK_)_Time x_ − (C_T, Target_ − C_T, HK_)_Time 0_ (Livak and Schmittgen, 2001).

### Measurement of nitrogen, urea, and ammonium content in maize tissues

After 24 h of treatment, samples of shoots and roots of maize were dried and their total N content was determined using a Carlo-Erba CHN analyser. For urea and ammonium determination, leaves and roots of maize were sampled and processed as described by Witte et al. (2002). The urea content was quantified using the diacetyl monoxime and thiosemicarbazide reagents and measuring the absorbance at 527 nm. The ammonium quantification was performed using the Barthelot reagent (EN ISO 11732) on a San^++^ Autoanalyzer (Skalar), the absorbance was determined at 660 nm.

### Analyses of amino acid profiles

Plant samples (150 mg) were ground in liquid N_2_ and homogenized in 600 μl of water:chloroform:methanol (3:5:12 v/v; Hacham et al., 2002). The samples were centrifuged at 18000 *g* for 5 min. The supernatant was collected and 750 μl water:chloroform (4.5:3) was added and the samples were centrifuged at 18000 *g* for 5 min. The supernatants were pooled into a fresh tube, completely dried at the speed vacuum and solubilized in 100 μl of water. The samples were transferred to liquid chromatography (LC) vials and analyzed by ultraperformance LC-mass spectrometry (UPLC-MS). Amino acids analysis was performed using an UPLC (Thermo Scientific Dionex UltiMate 3000) coupled to a Bruker Compact Electrospray Ionization-Quadrupole-Time-of-Flight (ESI-Q-TOF; Bruker Daltonics). Liquid chromatography separation was performed on a BEH Amide column (1.7 μm, 2.1 × 150 mm, Waters) as described (Guo et al., 2013). The mobile phase was composed of solvent A (water, 10 mM ammonium formate, 0.15% formic acid) and solvent B (acetonitrile, 2 mM ammonium formate, 0.15% formic acid) with a gradient elution: 0–6 min, 15–20% A; 6−10 min, 20–30% A; 10–12 min, 30–40% A; 12–18 min—equilibration to initial conditions. The flow rate was set up to 0.3 ml min^−1^ and 5 μl of each sample was injected. Electrospray ionization source was operated in positive mode and parameters were set as follow: gas temperature, 220°C; drying gas, 9 l min^−1^; nebulizer, 2.2 Bar; capillary voltage, 4500 V; end plate offset, 500 V. The instrument was set to acquire m/z 50–1300. The solvents used were LC-MS/MS grade (Chemie Brunschwig) and all amino acids were purchased from Sigma Aldrich (Switzerland).

All data were analyzed using Data Analysis (version 4.2) and TargetAnalysis (version 1.3; Bruker Daltonics). Absolute amino acid quantification was based on standard curves of all analyzed amino acids between 0.25 and 5 μg. This analysis was performed using QuantAnalysis software (version 2.2; Bruker Daltonics).

### Determination of urease activity and total protein content

To measure the urease activity, shoots, and roots of maize were sampled and processed as described by Witte et al. (2001). The assay was performed using the urease activity assay kit (MAK120, Sigma Aldrich) as reported in the manufacturer's instructions. Total protein was determined using a commercial Bradford assay (Bio-Rad Laboratories, Hercules, CA) with bovine serum albumin as standard.

### Statistical analyses

Physiological and transcriptional analyses were performed on three independent biological replicates obtained from independent experiments (*n* = 3); for each sample a pool of six plants was used. Statistical significance was determined by one-way analysis of variances (ANOVA) using Student-Newman-Keuls test (*P* < 0.05, *n* = 3). Statistical analyses were performed using SigmaPlot Version 12.0 software.

Statistical analysis of microarray data was performed using linear model analysis (Smyth, 2005) of the LIMMA package after Bayesian correction with Bioconductor software, adjusted *P* ≤ 0.05, *n* = 3, *FC* ≥ |2.00| (for details see the “Microarray Analyses” Section).

## Results

### Nitrogen, urea, ammonium and protein contents in plants

In this set of experiments maize seedlings were treated for 24 h with three different nutritional conditions: nutrient solution without any source of N (*Control* treatment), nutrient solution containing urea (*Urea* treatment), nutrient solution containing urea and NBPT (*Urea*+*NBPT* treatment). No significant changes in dry weight of shoots and roots was observed among the treatments. However, already 24 h after the application of urea, changes in the N distribution were detectable. In fact plants exposed to urea, either treated with or without NBPT, accumulated higher amounts of N in shoots than in roots, while an opposite behavior was observed in *Control* plants.

Urea concentration increased both in shoots and in roots when plants were supplied with urea (*Urea* treatment), while ammonium concentration increased only in roots of these plants. Shoots of plants treated with *Urea*+*NBPT* contained significantly less N than *Urea*-treated plants (Table 1). The addition of NBPT caused a significant increase in urea concentration, this effect being especially evident in shoots. On the other hand, ammonium concentration decreased in root of *Urea*+*NBPT* treated plants with respect to *Urea*-treated plants.

**Table 1:** **Effect of NBPT on the total nitrogen (N), urea, ammonium and protein contents in shoots and roots after 24 h of treatment**.

	**Dry weight (mg plant^−1^)**	**Total *N* (mg N g^−1^ FW)**	**Urea (μmol urea g^−1^ FW)**	**Ammonium (μmol NH^+^_4_ g^−1^ FW)**	**Protein (mg prot g^−1^ FW)**
**SHOOT**					
*Control*	105.7 ± 8.1 a	10.31 ± 0.60 c	0.23 ± 0.01 c	8.43 ± 0.35 a	6.96 ± 0.38 b
*Urea*	133.7 ± 13.3 a	14.97 ± 0.14 a	0.26 ± 0.01 b	8.89 ± 0.45 a	8.19 ± 0.11 a
*Urea+NBPT*	123.4 ± 5.6 a	13.54 ± 0.33 b	0.41 ± 0.02 a	8.45 ± 0.27 a	8.89 ± 0.53 a
**ROOT**					
*Control*	110.6 ± 12 a	7.58 ± 1.14 a	0.25 ± 0.01 c	4.54 ± 0.10 b	3.52 ± 0.31 a
*Urea*	124.8 ± 4.6 a	5.28 ± 0.23 b	0.40 ± 0.03 b	6.39 ± 0.14 a	4.47 ± 0.16 a
*Urea+NBPT*	116.9 ± 4.3 a	5.18 ± 0.22 b	0.54 ± 0.01 a	4.64 ± 0.07 b	4.09 ± 0.63 a

Five-day-old maize plants were exposed for 24 h to a nutrient solution supplied with 0.5 mM urea in presence or absence of NBPT (Urea+NBPT treatment or Urea treatment, respectively) or exposed to a nutrient solution without addition of any N source (Control treatment). DW, dry weight; FW, fresh weight. Different letters indicate statistically significant differences (Student–Newman–Keuls method ANOVA, n = 3, P < 0.05).

Protein content significantly increased in shoots of plants treated with urea, irrespective of the presence of NBPT, while no significant differences among treatments were observed in root tissues (Table 1).

### Urease activity

Urease activity was measured in shoots and roots after 8 and 24 h from the beginning of the treatment. No differences in root enzyme activity was observed after 8 h of plant exposure to the different nutritional conditions (Figure 1). In shoots, only a slight increase in the enzymatic activity was observed when NBPT was added to the nutrient solution (Figure 1). Prolonging the treatment from 8 to 24 h, the ureolitic activity increased, both in shoots and roots of maize plants. This increase was significantly reduced when NBPT was added to urea containing solution, with an inhibition as high as 50% in shoots (Figure 1).

**Figure 1:**
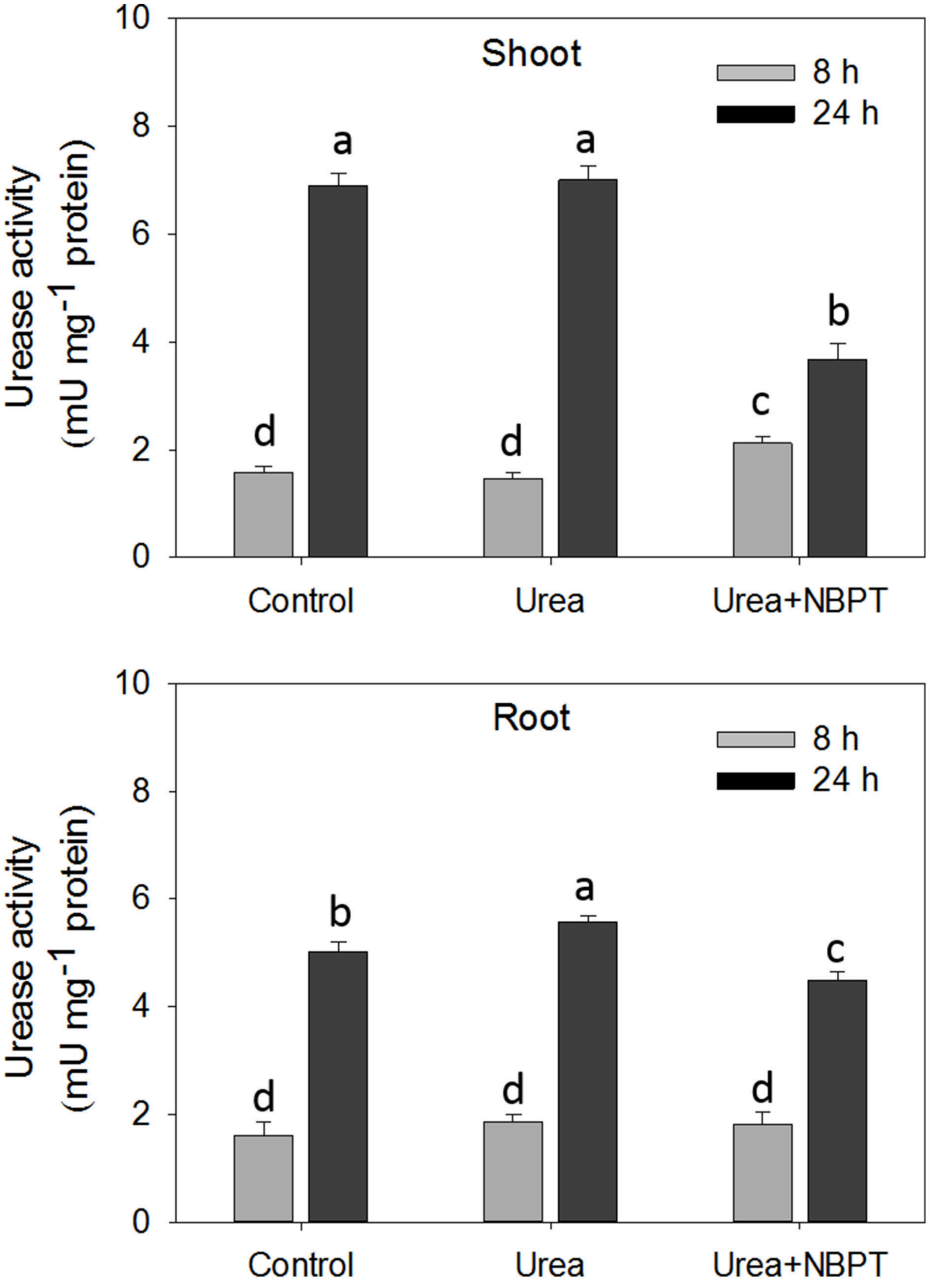
**Effect of NBPT on urease activity in shoots and roots of maize at 8 and 24 h of treatment**. Five-day-old maize plants were exposed for 24 h to a nutrient solution supplied with 0.5 mM urea in presence or absence of NBPT (*Urea*+*NBPT* treatment or *Urea* treatment, respectively) or exposed to a nutrient solution without addition of any *N* source (*Control* treatment). *DW*, dry weight; *FW*, fresh weight. Different letters indicate statistically significant differences (Student–Newman–Keuls method ANOVA, *n* = 3, *P* < 0.05).

### Amino acid profiles in roots and shoots

In order to better investigate the effect of NBPT on N metabolism, we determined the concentration of six amino acids at two time points (8 and 24 h) during the nutritional treatment. The amino acids were chosen due to their key role in the primary assimilation of ureic-N (glutamine, Gln; glutamate, Glu; asparagine, Asn; aspartate, Asp) and their central function in the secondary metabolism (methionine, Met; tyrosine, Tyr). Among them, the most represented amino acids were Gln, Glu, and Asn, while the concentrations of Asp, Met, and Tyr were lower both in roots and shoots (Figure 2). Eight hours after beginning the exposure to *Urea* or *Urea*+*NBPT*, a decrease in Gln, Glu, and Asn concentrations was observed in shoots. This effect was significant in the presence of NBPT (Figure 2A). Conversely, at the same time point (8 h) the Glu levels increased in roots treated with NBPT, possibly indicating a redistribution of this amino acid within the plant (Figure 2C).

**Figure 2:**
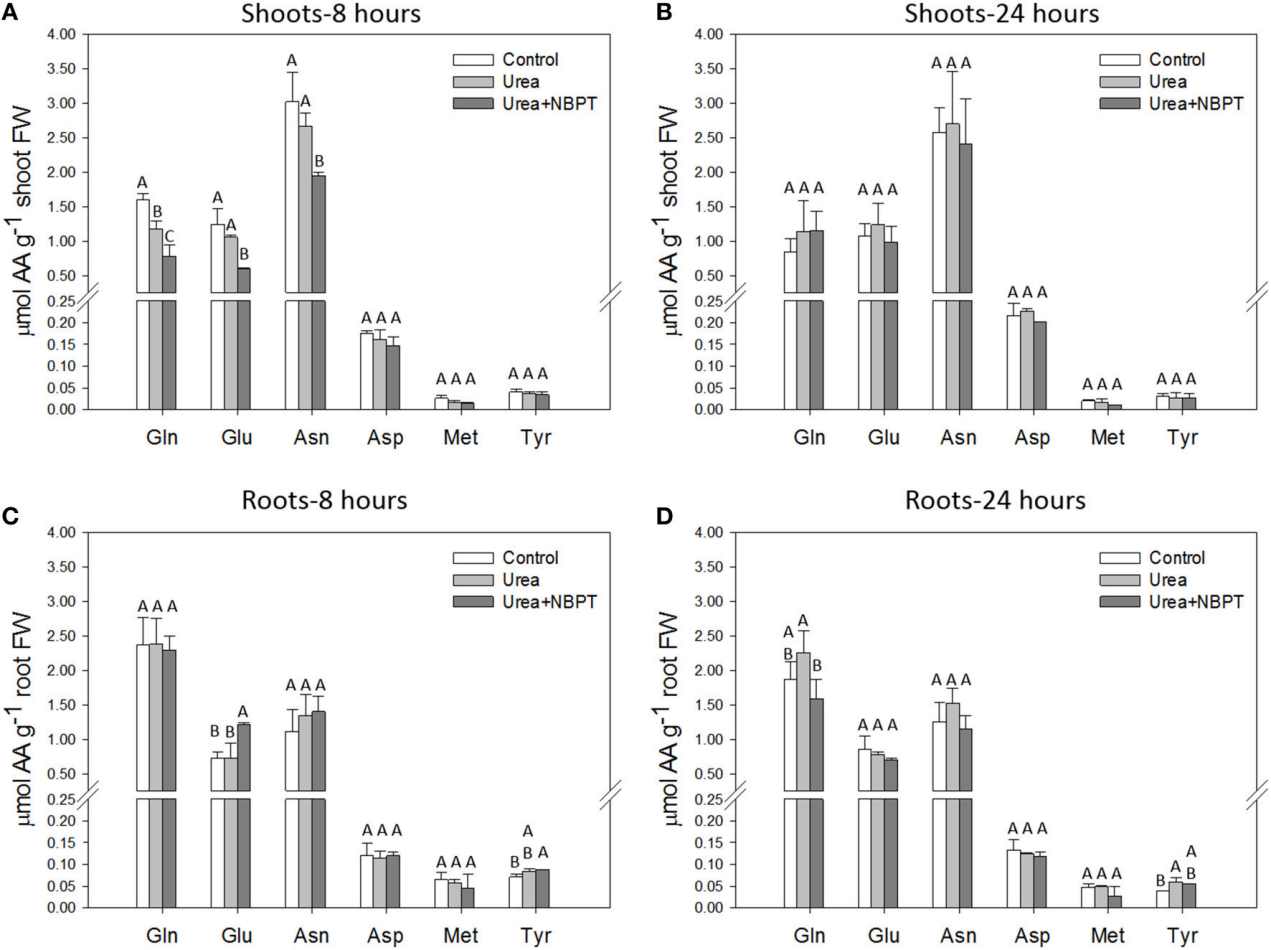
**Individual profiles of six amino acids in shoots (A,B) and roots (C,D)**. Amino acid amounts were measured on the same plants as described for Figure 1 at 8 h **(A,C)** and 24 h **(B,D)** of treatment. The values are means + *SD* of three replicates. Different letters indicate significant differences between treatments (Student–Newman–Keuls method ANOVA, *n* = 3, *P* < 0.05). AA, amino acid; FW, fresh weight.

Prolonging the treatment up to 24 h, the levels of amino acids in shoots were comparable in *Control, Urea* and *Urea*+*NBPT* treated plants. Similarly, also in roots the amounts of Glu, Asn, and Asp were not affected by the treatment. On the other hand, the root concentration of Gln decreased when plants were treated with NBPT (Figure 2).

Concerning Asp, Met, and Tyr concentration no significant changes were observed among treatments. The only exception was observed for Tyr in roots of urea treated plants, since slight changes were detected at both time points when compared to *Control* roots. However, the addition of NBPT in the urea containing solution did not significantly affect the content of this amino acid (Figure 2).

### Transcriptomic changes induced by NBPT in roots of urea-fed plants

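The arrays analysed here are those of the Urea+NBPT roots, in 3 replicates. The roots had been in 0.5 mM urea with 0.897 μM NBPT, a urease inhibitor, for 8 h, and each replicate was a pool of 6 plants that were 5 days old when the treatment began. The paper calls PR33T56 an inbred line, while the sample labels call it a hybrid. The NimbleGen maize array carries 59756 transcripts predicted from the B73 reference, in 139000 probes, and 1663 random control probes. 40256 transcripts have 2 probes, 6 have 1 and all others have 3. The authors scanned the Cy3 signal and extracted 1 intensity per probe with NimbleScan. The sorted intensities of the arrays differed by at most 0.183% at any rank, so the deposited values appear to be quantile normalized already, although the methods describe such files as raw signal. From these intensities the background was corrected with normexp (offset 50), the arrays were quantile normalized, and log2 values were summarized per transcript by median polish. The paper names RMA, of which quantile normalization and median polish are steps and the offset is not. A transcript was called detected when it lay above the 95th percentile of the random control probes in all 3 arrays, and this percentile was 8.24, 8.30 and 8.24 on the log2 scale in replicates 1, 2 and 3. All levels are normalized log2 values, and those of different transcripts are not comparable, because probes bind with different strength. The arrays of Urea roots were not analysed here, so no fold change was fitted, and every fold change given beside a level is the paper's. Gene descriptions from Supplementary Table 4 are those of the closest Arabidopsis genes. The number of arrays limits the precision of each level. Median polish over 2 or 3 probes can also return equal values for different arrays. The actin transcript GRMZM2G067985_T08, for example, had 8.98 in each of the 3 arrays, with an SD of 0. A small SD is therefore not by itself a measure of how well replicates agree.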

To evaluate if physiological changes could be linked to modulations of gene expression, transcriptomic analyses were performed in maize roots after exposure for 8 h to *Urea*+*NBPT* or *Urea* treatment. 

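In Urea+NBPT roots 37379 transcripts were detected, which is 62.6% of the array. Their median SD over the replicates was 0.17 (log2, n = 3), and 0.15, 0.11 and 0.16 when replicate 1, 2 or 3 was left out. A median SD over fewer arrays tends to be smaller by construction. The shared estimate of the SD from limma was 0.14. Across transcripts, replicate 1 correlated with replicate 2 at 0.980 and with replicate 3 at 0.990, and replicates 2 and 3 correlated at 0.978, where transcripts are not independent replicates. Replicate 2 lay more than 1 above the mean of the other replicates in 676 of the detected transcripts, replicate 1 in 54 and replicate 3 in 115. Over all 59756 transcripts, detected or not, replicate 2 did so in 1350, replicate 1 in 136 and replicate 3 in 270. The highest and lowest replicate differed by more than 2-fold in 1514 detected transcripts, and in 874 with the 99th percentile of the random control probes as threshold. They did so in 990, 346 and 976 when replicate 1, 2 or 3 was left out, where a range over fewer arrays is smaller by construction.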

Differentially expressed genes were identified by Linear Models for MicroArray (LIMMA, Smyth, 2005), as the subset of genes displaying at least a 2-fold change in transcript abundance (*FC* ≥ |2.00|, *P* ≤ 0.05). The analyses revealed that when NBPT was added to the nutrient solution, 1002 transcripts were significantly upregulated, while 1624 were downregulated, Supplementary Table 4).

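Of the transcripts in Tables 2 to 4, which hold genes of urea acquisition, phenylpropanoid synthesis and the acquisition of other nutrients, 15 of the 22 that the paper lists as upregulated were detected in Urea+NBPT roots. Of those listed as downregulated, 14 of 27 were detected, and the shares were not found to differ (two-sided Fisher's exact test, p = 0.381). The median SD of the transcripts in these tables was 0.27 (log2, n = 3), at the 99.6 percentile of 10000 random lists matched on size and mean level, and at the 95.9, 67.6 and 93.2 percentiles when replicate 1, 2 or 3 was left out. The random lists were not matched on the number of probes per transcript, which can affect the SD. Together with the lists that the results cite by number, 82 transcripts with a fold change in the paper are listed as up and 165 as down. Replicate 2 lay more than 1 above the mean of the other replicates in 22 of those listed as up, among them transcripts of urease, PIP2;2, nitrite reductase and all members of the callose synthesis list, and in 3 of those listed as down. Replicate 1 did so in 1 listed as up and 0 listed as down, and replicate 3 in 0 and 1. These counts include transcripts not called detected, and over all 59756 transcripts of the array replicate 2 did so in 1350. The study chose these transcripts on the same samples, and a replicate far above the others itself raises the mean behind the paper's fold change. The difference of 1 was set after the values were seen. Supplementary Table 4 holds the 1002 up and 1624 down that the paper reports. From its first part 610 transcripts were read here, 224 listed as up and 386 as down, and some of them are also in Tables 2 to 4. They served to pair cited numbers with transcripts, and those not cited were not analysed as a list.

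**Figure D1:**
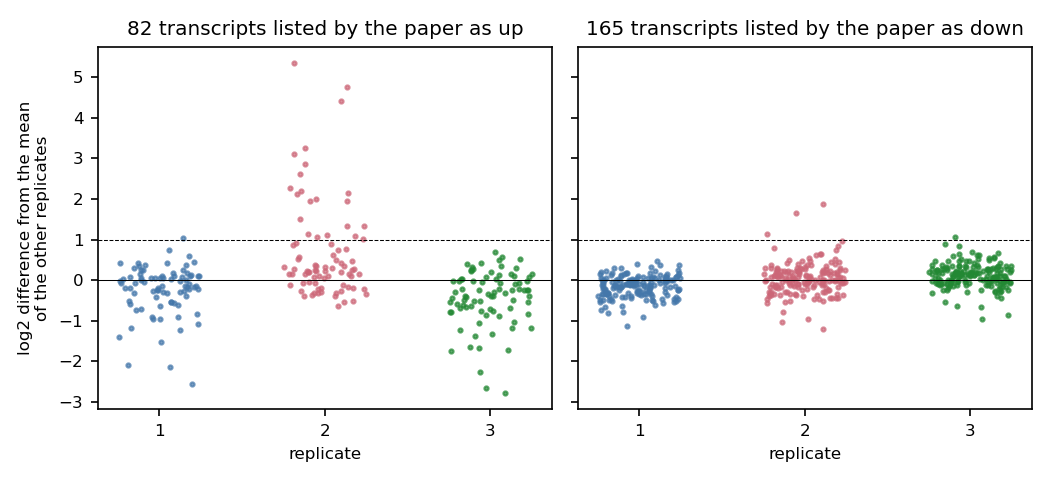
Difference of each replicate from the mean of the other replicates (log2, y axis), by replicate (x axis), for the 82 transcripts that the paper lists as up (left) and the 165 that it lists as down (right). Each point is a transcript, the solid line marks 0 and the dashed line 1, and replicate 2 has 22 points above the dashed line on the left and 3 on the right.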

According to the terms of biological processes of Gene Ontology (GO) the most representative functional categories in the *Urea*+*NBPT* vs. *Urea* comparison were “metabolic process,” “cellular process,” “biological regulation,” “regulation of biological process,” “establishment of localization,” “localization,” and “response to stimulus” (Figure 3). The GO categories “Metabolic process,” “biological regulation,” and “regulation of biological process” were found to be enriched in the *Urea*+*NBPT* vs. *Urea* comparison with respect to the whole maize transcriptome (used as background reference for Singular Enrichment Analyses, SEA Figure 4). On the other hand “signaling,” “cellular component organization,” “signaling process,” “cell wall organization and biogenesis,” and “cellular component biogenesis” categories were less abundantly represented in the data set *Urea*+*NBPT* vs. *Urea* (< 1%, Figure 3).

**Figure 3:**
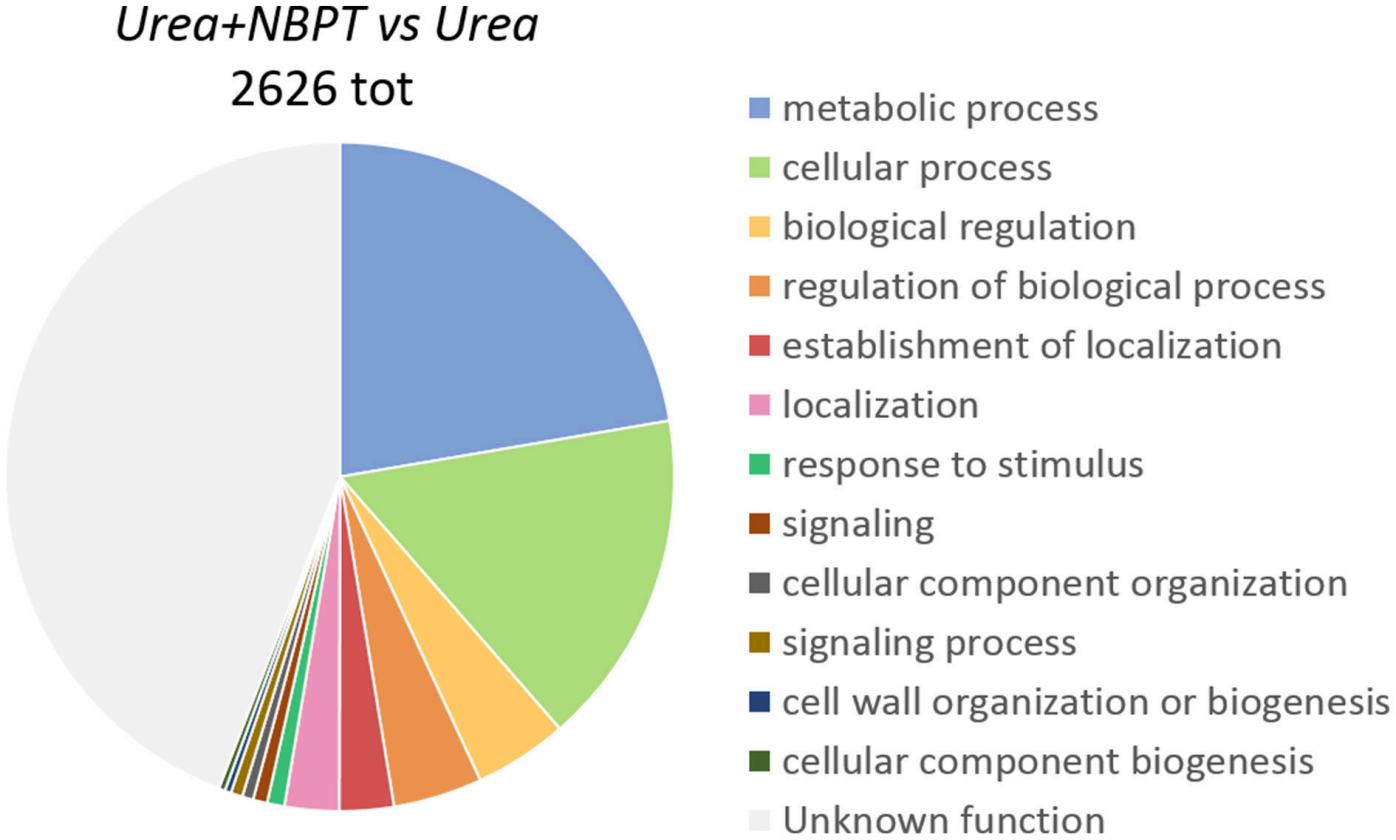
**Functional category distribution of differentially expressed transcripts in *Urea*+*NBPT* vs. *Urea*, according to the terms of biological process of Gene Ontology (GO)**.

**Figure 4:**
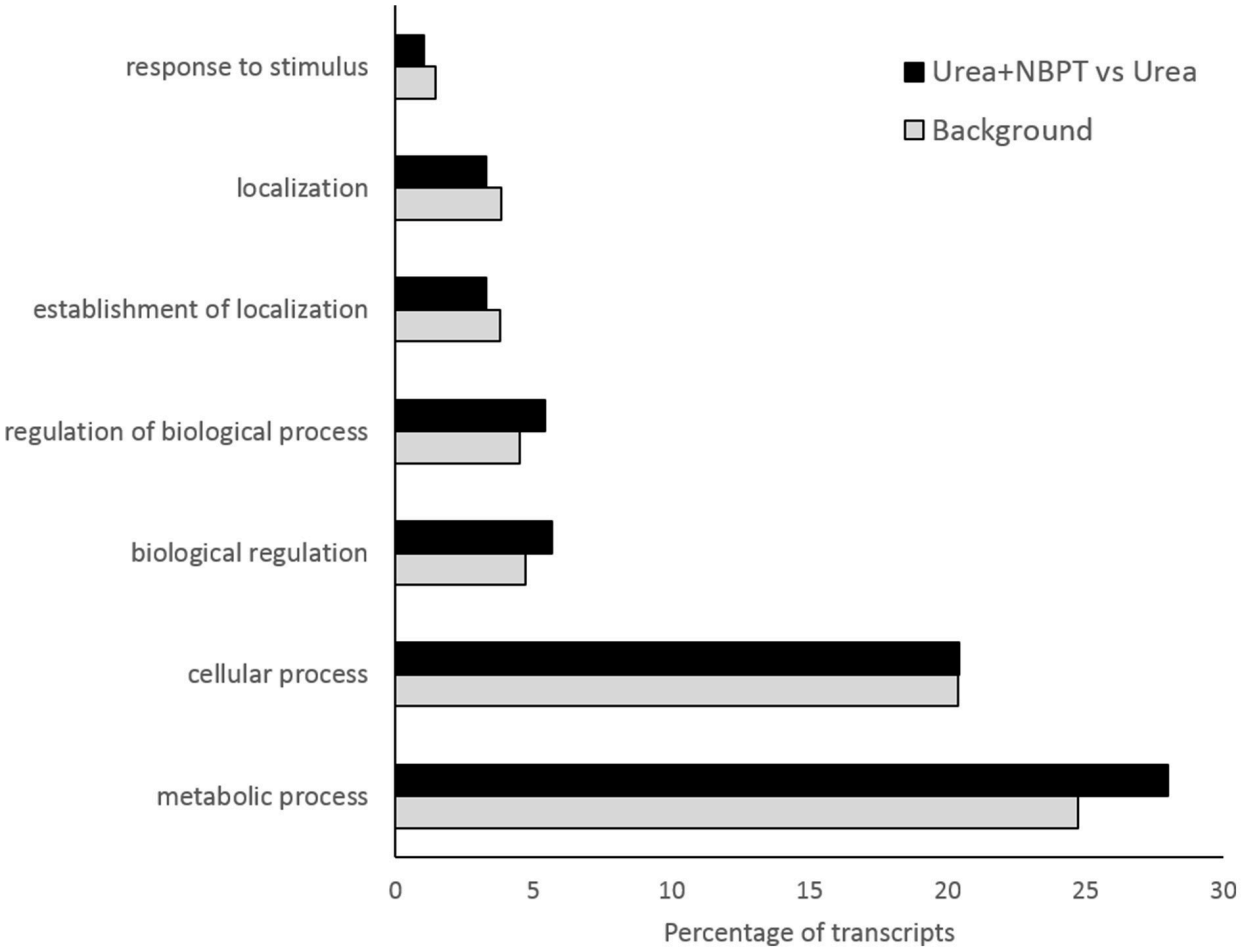
**GO-term enrichment analysis of the significantly regulated genes in *Urea*+*NBPT* vs. *Urea***. Significantly most enriched GO-terms for biological process GOs are plotted according to increasing enrichment of the percentage of genes in the data set of *Urea*+*NBPT* vs. *Urea* (black bars) compared to that of the maize reference set (*Background,* gray bars). Biological Process GOs—GO:0050896 response to stimulus, GO:0051179 localization, GO:0051234 establishment of localization, GO:0050789 regulation of biological process, GO:0065007 biological regulation, GO:0009987 cellular process, GO:0008152 metabolic process. (SEA analysis using AgriGO toolkit: hypergeometric tests with Yekutieli as multi-test adjusted method, *P* < 0.05).

The analyses of the genes involved in the metabolic, regulatory and transport pathways might allow improving the comprehension of physiological changes occurring in NBPT-treated plants. Therefore, to identify which pathways were affected by the NBPT treatment, up- and down-regulated transcripts were classified into different groups according to the bin divisions of the MapMan software (Version 3.6.0RC1; Thimm et al., 2004; Figure 5, Supplementary Figure 3).

**Figure 5:**
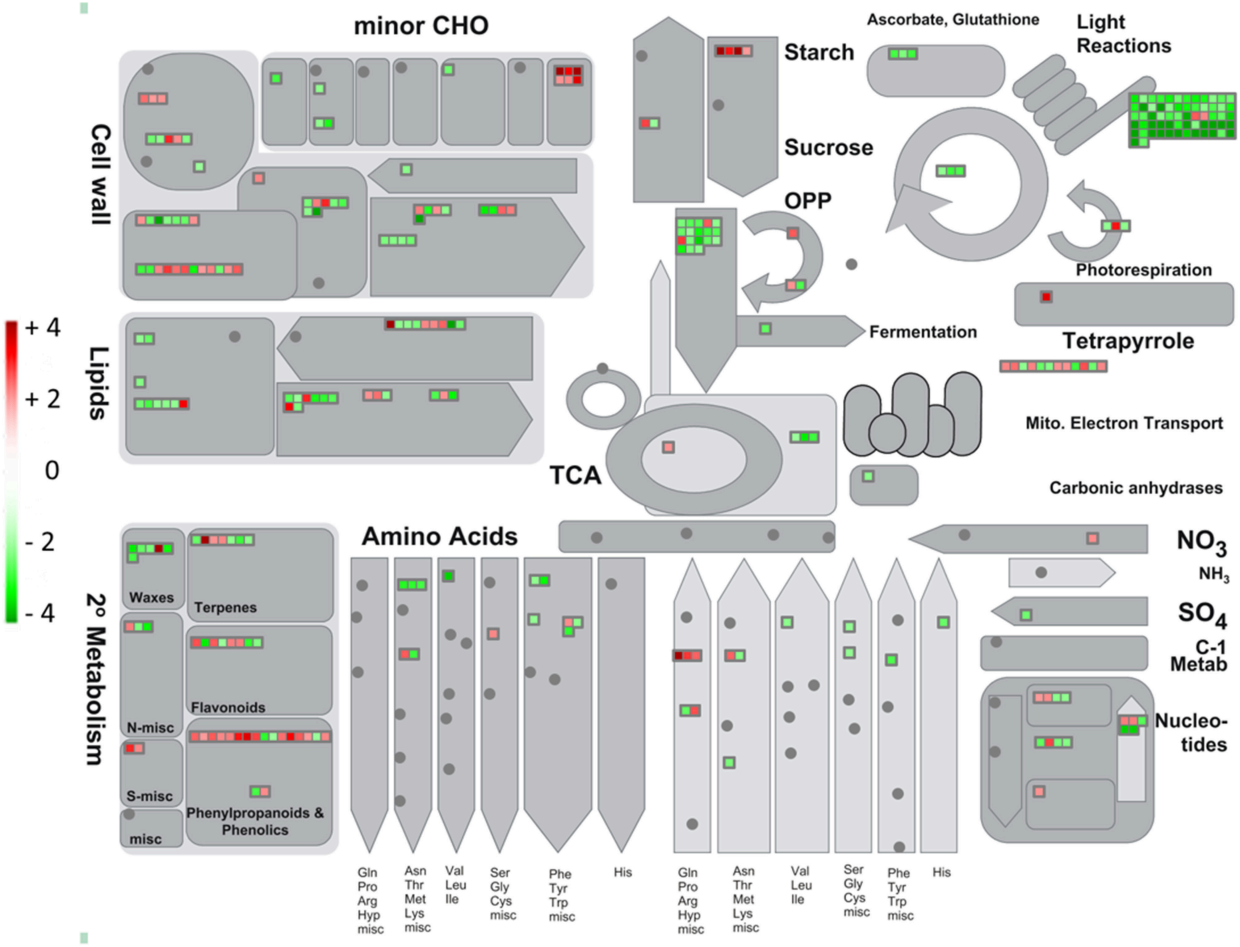
**Transcriptional modulation of genes involved in the cell metabolism in *Urea*+*NBPT* vs. *Urea* roots**. Color scale refers to the fold change values of differentially expressed transcripts: *red* color refers to those transcripts positively regulated by *Urea*+*NBPT* treatment, while in *green* are transcripts negatively regulated by *Urea*+*NBPT* treatment.

Some genes involved in the pathway of urea acquisition were found to be modulated by the presence of NBPT (Figure 6). 

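Of the 16 transcripts in Table 2, 11 were detected in Urea+NBPT roots. They code for a carbonic anhydrase, asparagine synthetases, the transcription factor ZFP16-1, nitrite reductase, nitrate transporters and the aquaporins PIP2;2 and NIP4;2. This share was not found to differ from that of all other transcripts of the array (odds ratio 1.32, two-sided Fisher's exact test, adjusted p = 1 by Benjamini-Hochberg over 32 lists). In 4 of the transcripts, those of urease, nitrite reductase, PIP2;2 and 1 of NIP4;2, replicate 2 lay more than 1 above the mean of the others. The list was chosen by the study on these samples.

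**Figure D2:**
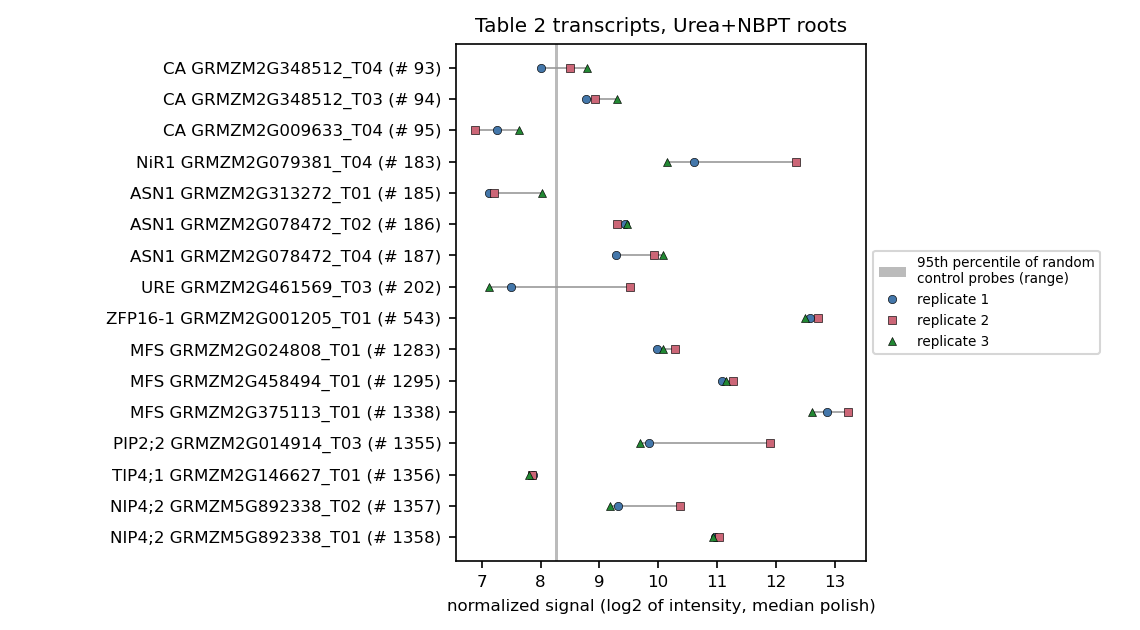
Normalized signal (log2, x axis) of the transcripts of Table 2 (y axis) in Urea+NBPT roots, with 1 symbol per replicate and a line from the lowest to the highest replicate. The grey band spans the 95th percentiles of the random control probes of the 3 arrays, and the urease transcript lies above it in replicate 2 only.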

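The short urease transcript GRMZM2G461569_T03 had a level of 8.05 ± 1.29 (SD, n = 3) in Urea+NBPT roots, with 7.49, 9.52 and 7.13 in replicates 1, 2 and 3. It lay above the random control probes in 1 of 3 arrays and was not called detected. Urease hydrolyses urea to ammonium and carbon dioxide. The paper's fold change against Urea roots is 2.66, and its RT-PCR value is 3.31 ± 0.783 (SD).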

Compared to *Urea* roots, the treatment with *Urea*+*NBPT* upregulated a gene coding for urease (# 202 GRZM2G461569_T03, Table 2). This is an alternative transcript of the *urease* gene and covers only 20% of the complete coding sequence (primary *urease* transcript GRZM2G461569_T01). Thus, it appears that this truncated mRNA (# 202) encodes a non-functional urease (for functional annotation see: www.phytozome.jgi.doe.gov).

**Figure 6:**
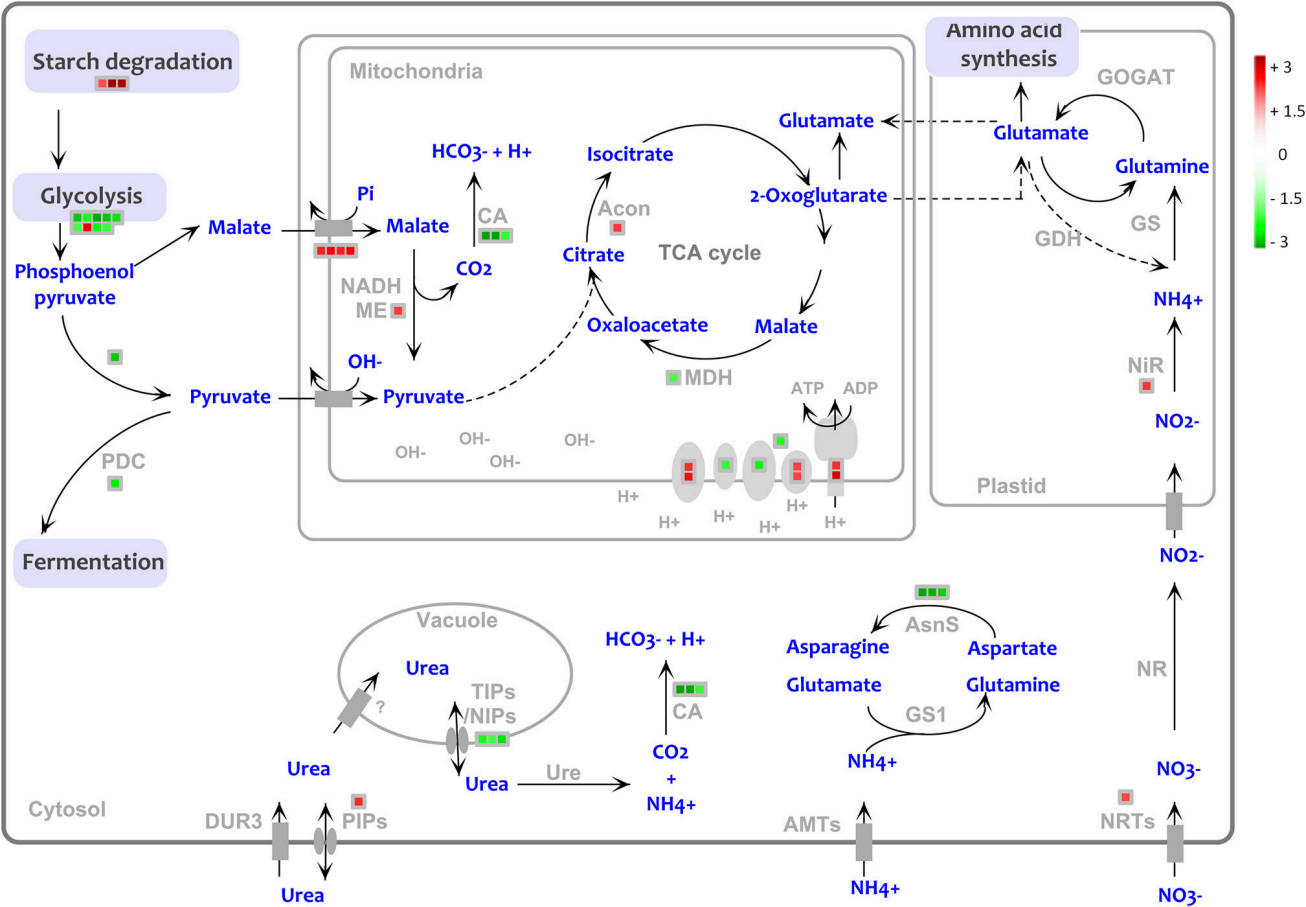
**Transcriptional changes of genes involved in the urea assimilation and primary metabolism in *Urea*+*NBPT* vs. *Urea* roots**. PDC, pyruvate decarboxylase; NADH-ME, NADH malic enzyme, MDH, malate dehydrogenase, CA, carbonic anhydrase; Acon, aconitase; GOGAT, glutamate oxoglutarate aminotransferase, GDH, glutamate dehydrogenase; NiR, nitrite transferase; NR, nitrate reductase; NRTs, nitrate transporters; AMTs, ammonium transporters; GS1, glutamine synthetase 1; AsnS, asparagine synthetase; Ure, urease; PIPs, plasma membrane intrinsic proteins; TIPs/NIPs, tonoplast intrinsic protein/ NOD26-like intrinsic protein; DUR3, high affinity urea transporter. Color scale refers to the fold change values of differentially expressed transcripts: *red* color refers to those transcripts positively regulated by *Urea*+*NBPT* treatment, while in *green* are transcripts negatively regulated by *Urea*+*NBPT* treatment.

**Table 2:** **List of modulated transcripts involving in urea acquisition and reported in the *Results* and *Discussion* Sections by the comparison of transcriptional profiles of *Urea*+*NBPT* roots with profile of *Urea* roots (*Urea*+*NBPT* vs. *Urea* comparison)**.

**#**	**Transcript ID**	***FC***	***P*-value adj**.	**Description**	**Short name**
93	GRMZM2G348512_T04	–3.82	0.005	*Carbonic anhydrase*	*CA*
94	GRMZM2G348512_T03	–3.09	0.013	*Carbonic anhydrase*	*CA*
95	GRMZM2G009633_T04	–2.15	0.004	*Carbonic anhydrase*	*CA*
183	GRMZM2G079381_T04	2.14	0.017	*Nitrite reductase 1*	*NiR1*
185	GRMZM2G313272_T01	–3.02	0.015	*Glutamine-dependent asparagine synthase 1*	*ASN1*
186	GRMZM2G078472_T02	–2.90	0.018	*Glutamine-dependent asparagine synthase 1*	*ASN1*
187	GRMZM2G078472_T04	–2.72	0.005	*Glutamine-dependent asparagine synthase 1*	*ASN1*
202	GRMZM2G461569_T03	2.66	0.017	*Urease*	*URE*
543	GRMZM2G001205_T01	–2.50	0.004	*Zinc finger (C2H2 type) protein*	*ZFP16-1*
1283	GRMZM2G024808_T01	2.05	0.017	*MFS nitrate and chloride transporter*	*MFS*
1295	GRMZM2G458494_T01	2.73	0.008	*MFS nitrate and chloride transporter*	*MFS*
1338	GRMZM2G375113_T01	2.04	0.039	*MFS nitrate and chloride transporter*	*MFS*
1355	GRMZM2G014914_T03	2.20	0.009	*Plasma membrane intrinsic protein 2*	*PIP2;2*
1356	GRMZM2G146627_T01	–2.30	0.008	*Tonoplast intrinsic protein 4;1*	*TIP4;1*
1357	GRMZM5G892338_T02	–2.05	0.020	*NOD26-like intrinsic protein 4;2*	*NIP4;2*
1358	GRMZM5G892338_T01	–2.61	0.002	*NOD26-like intrinsic protein 4;2*	*NIP4;2*

In the table are shown (starting from left column): number of transcript (see Supplementary Table 1), transcript ID, fold change (FC) of Urea+NBPT vs. Urea, P-value adjusted, transcript description and short name were reported for each transcript.

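Carbonic anhydrase, which interconverts carbon dioxide and bicarbonate, has 3 transcripts in Table 2, of which GRMZM2G348512_T03 was detected at 9.00 ± 0.28 (SD, n = 3). GRMZM2G348512_T04 had 8.43 ± 0.39 (SD, n = 3) and lay above background in 2 of 3 arrays, and GRMZM2G009633_T04 had 7.25 ± 0.38 (SD, n = 3) and lay above it in none. The paper's fold changes for these transcripts are -3.09, -3.82 and -2.15 in this order, and its RT-PCR value for the first is -2.82 ± 0.0732 (SD). Asparagine synthetase, which makes asparagine with nitrogen from glutamine, was detected as GRMZM2G078472_T02 at 9.40 ± 0.10 (SD, n = 3) and GRMZM2G078472_T04 at 9.77 ± 0.43 (SD, n = 3). The transcript GRMZM2G313272_T01 had 7.45 ± 0.49 (SD, n = 3) and lay above background in no array. For these the paper gives fold changes of -2.90, -2.72 and -3.02. ZFP16-1 (GRMZM2G001205_T01), a C2H2 zinc finger protein, was detected at 12.60 ± 0.11 (SD, n = 3), with a fold change of -2.50 and an RT-PCR value of -3.94 ± 0.0871 (SD) in the paper.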

Our results also show that several genes closely related to urea assimilation are downregulated: three transcripts coding for carbonic anhydrases (# 93–95, Table 2), three alternative transcript coding for a glutamine-dependent asparagine synthetase (# 185–187, Table 2) and a transcription factor ZFP16-1 that has been reported to be early responsive to urea nutrition (# 543, Table 2). 

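NIP4;2, an aquaporin of the nodulin 26-like group, was detected through both of its transcripts in Table 2. GRMZM5G892338_T01 had a level of 10.98 ± 0.05 (SD, n = 3). GRMZM5G892338_T02 had 9.62 ± 0.66 (SD, n = 3), and replicate 2 lay 1.13 above the mean of the others. The tonoplast aquaporin TIP4;1 (GRMZM2G146627_T01) had 7.84 ± 0.03 (SD, n = 3) and lay above the random control probes in no array. The fold changes in the paper are -2.61 and -2.05 for the NIP4;2 transcripts and -2.30 for TIP4;1.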

A similar trend was also observed for some genes coding for aquaporins (nodulin 26-like intrinsic protein, NIP, and tonoplast intrinsic proteins, TIPs, # 1356-1358, Table 2) that might be involved in the low affinity transport of urea. On the other hand, one aquaporin that is putatively localized in the plasma membrane (# 1355 Table 2), as well as transcripts coding for nitrate transport and assimilation (# 183, 1283, 1295, 1338, Table 2), were upregulated by *Urea*+*NBPT* (Figure 6).

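The aquaporin PIP2;2, nitrite reductase and the putative nitrate and chloride transporters were all detected. PIP2;2 (GRMZM2G014914_T03) had a level of 10.47 ± 1.23 (SD, n = 3), with 9.84, 11.89 and 9.69 in replicates 1, 2 and 3. Nitrite reductase 1 (GRMZM2G079381_T04), which reduces nitrite to ammonium, had 11.04 ± 1.16 (SD, n = 3), with 10.61, 12.35 and 10.16 in replicates 1, 2 and 3. The transporters differed less between replicates, with GRMZM2G458494_T01 at 11.17 ± 0.10 (SD, n = 3), GRMZM2G024808_T01 at 10.11 ± 0.16 (SD, n = 3) and GRMZM2G375113_T01 at 12.90 ± 0.30 (SD, n = 3). The paper's fold changes are 2.20 for PIP2;2, 2.14 for nitrite reductase and 2.73, 2.05 and 2.04 for the transporters. By RT-PCR the paper gives 3.32 ± 0.134 (SD) for PIP2;2 and 2.17 ± 0.0173 (SD) for nitrite reductase.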

As regards primary metabolism, a considerable downregulation was observed for genes involved in glycolysis and fermentation (PFK, enolase, G-6P isomerase, pyruvate decarboxylase and a putative phosphoenolpyruvate carboxykinase, GRMZM2G580389, # 77–83, 85, and 1704, Supplementary Table 4) as well as in the TCA cycle (ATP citrate lyase, malate dehydrogenase, carbonic anhydrase, # 90–95, Supplementary Table 4, Figures 5, 6). 

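Of 9 transcripts of glycolysis and fermentation, 8 were detected, among them phosphofructokinases, enolases and a pyruvate decarboxylase. Phosphofructokinase, which commits sugar phosphates to glycolysis, had levels of 8.61 ± 0.12 (SD, n = 3) for GRMZM2G443985_T04 and 8.51 ± 0.06 (SD, n = 3) for GRMZM2G401970_T01, and the paper's fold changes are -3.14 and -2.79. The putative phosphoenolpyruvate carboxykinase transcript GRMZM2G580389_T02 had 7.01 ± 0.24 (SD, n = 3) and lay above background in no array. Of 6 transcripts of the TCA cycle listed as down, 3 were detected. ATP-citrate lyase, which splits citrate into acetyl-CoA and oxaloacetate, was detected as GRMZM2G024622_T03 at 10.56 ± 0.15 (SD, n = 3) but not as GRMZM2G024622_T02 at 7.76 ± 0.23 (SD, n = 3), with fold changes of -3.27 and -2.85 in the paper. Neither share was found to differ from that of all other transcripts (two-sided Fisher's exact test, adjusted p = 0.669 and 0.97), and both were chosen by the study on these samples. With the 99th percentile of the random control probes as threshold, 3 transcripts of glycolysis and fermentation were detected.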

A similar expression pattern was also observed for genes related to the photosynthetic pathway, including light reactions (# 1–54, Supplementary Table 4), photorespiration (# 55–57, Supplementary Table 4), and Calvin cycle (RubisCo, TPI, FBPase, # 58–60, Supplementary Table 4, Figure 5). This modulation was further supported by a downregulation of some plastidic triose-phosphate translocators (TPTs, # 1318–1319, Supplementary Table 4), indicating a crosslink between Calvin cycle and glycolysis.

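Transcripts of the photosynthetic light reactions were detected in these roots for 48 of 54 list members, of which the paper lists 52 as down and 2 as up. This share was higher than among all other transcripts of the array (odds ratio 4.79, two-sided Fisher's exact test, p = 2.72e-05, adjusted p = 0.000872), although the study chose the list on these samples and transcripts are not independent replicates. The NADPH dehydrogenase transcript GRMZM5G896790_T01 had a level of 9.50 ± 0.21 (SD, n = 3), the NAD(P)H dehydrogenase subunit H transcript GRMZM2G335564_T02 had 9.80 ± 0.17 (SD, n = 3), and the photosystem II protein G transcript GRMZM2G448142_T01 had 9.13 ± 0.34 (SD, n = 3). The paper's fold changes for them are -10.9, -10.4 and -10.2. In 1 member, GRMZM2G448174_T01 of photosynthetic electron transfer A, replicate 2 lay 1.66 above the mean of the others. Of 3 photorespiration transcripts 2 were detected, the 2-hydroxyacid dehydrogenase GRMZM2G040090_T02 at 8.70 ± 0.12 (SD, n = 3) and the hydroxypyruvate reductase GRMZM2G074282_T03 at 9.11 ± 0.05 (SD, n = 3), with fold changes of 3.07 and -2.09 in the paper. The third, the nucleoside triphosphate hydrolase GRMZM2G018786_T04, is listed at -2.13 and had 6.75 ± 0.30 (SD, n = 3). Of the photorespiration transcripts 0 were detected with the 99th percentile of the random control probes as threshold. Of the Calvin cycle, triosephosphate isomerase GRMZM2G370275_T01 was detected at 12.06 ± 0.08 (SD, n = 3) and the inositol monophosphatase family transcript GRMZM2G322953_T03 at 9.89 ± 0.54 (SD, n = 3). The small subunit of Rubisco, GRMZM2G113033_T01, had 7.37 ± 0.15 (SD, n = 3) and was not detected. The paper lists these at -2.57, -2.80 and -2.07.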

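Both transcripts of the triose-phosphate translocators, which exchange triose phosphates across the plastid envelope, were detected. GRMZM2G083344_T02 had a level of 8.39 ± 0.16 (SD, n = 3) and GRMZM5G845775_T01 had 9.33 ± 0.11 (SD, n = 3). They were paired with the cited numbers through their descriptions in Supplementary Table 1, and their fold changes are not used here. Without background correction 1 of them was detected, and with the 99th percentile of the random control probes as threshold 0 were.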

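Starch degradation was represented by 3 transcripts, and all were detected in Urea+NBPT roots. Beta-amylase, which releases maltose from starch, had levels of 10.41 ± 0.24 (SD, n = 3) for GRMZM2G450125_T01 and 10.06 ± 0.21 (SD, n = 3) for GRMZM2G450125_T02, with fold changes of 6.11 and 6.01 in the paper. Heteroglycan glucosidase GRMZM2G100828_T01 had 11.82 ± 0.88 (SD, n = 3), with 11.41, 12.83 and 11.23 in replicates 1, 2 and 3, and a fold change of 2.00 in the paper.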

Despite glycolysis was negatively affected by NBPT, the upstream reactions for the starch degradation (beta-amylase, heteroglycan glucosidase, # 63–65, Supplementary Table 4) were induced in *Urea*+*NBPT* roots. In a similar way, also two genes encoding for key enzymes of TCA cycle (aconitase and NADH-malic enzyme, # 88–89, Supplementary Table 4) and one for the translocation of malate into mitochondria (dicarboxylated transporters, # 1324–1325, Supplementary Table 4) were upregulated (Figure 6).

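Aconitase, malic enzyme and the dicarboxylate transporter transcripts were all detected. Aconitase GRMZM5G858454_T01, which isomerizes citrate, had a level of 8.61 ± 0.21 (SD, n = 3) and a fold change of 2.11 in the paper. Malic enzyme GRMZM2G404237_T01, described by an NADP-dependent enzyme of Arabidopsis, had 11.31 ± 0.48 (SD, n = 3) and a fold change of 2.11 in the paper. The transporter transcripts GRMZM2G061469_T01 and GRMZM2G061469_T02 had 9.69 ± 0.49 (SD, n = 3) and 9.90 ± 0.55 (SD, n = 3). Supplementary Table 1, through which they were paired with the cited numbers, describes them by a C4-dicarboxylate transporter of rice and by SLAH3 of Arabidopsis, and their fold changes are not used here. With the 99th percentile of the random control probes as threshold, 0 of the transporter transcripts were detected, and 1 of the transcripts of aconitase and malic enzyme.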

A consistent modulation was also detected for genes related to the electron transport chain: the expression of six transcripts were upregulated by the NBPT treatment (NADH dehydrogenase, cytochrome c oxidase, and ATP synthase, # 96–97, 101–102, 105–106, Supplementary Table 4), while three genes coding for cytochrome c reductase, a cytochrome c, and a flavoprotein were found to be downregulated (# 98–100, Supplementary Table 4, Figure 6).

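All 6 transcripts of the electron transport chain listed as up were detected, and 2 of the 3 listed as down. The ATP synthase subunit transcript GRMZM2G329636_T01 had a level of 12.39 ± 0.36 (SD, n = 3) and the NADH dehydrogenase GRMZM2G112956_T01 had 11.85 ± 0.44 (SD, n = 3), with fold changes of 2.68 and 2.35 in the paper. Cytochrome c GRMZM2G070199_T01, which carries electrons to cytochrome c oxidase, had 8.75 ± 0.04 (SD, n = 3). The hinge protein of cytochrome c reductase, GRMZM2G451281_T02, had 8.25 ± 0.19 (SD, n = 3) and lay above background in 2 of 3 arrays. The paper lists these at -2.22 and -2.49. Neither share was found to differ from that of all other transcripts (two-sided Fisher's exact test, adjusted p = 0.482 and 1). Of those listed as down, 0 were detected with the 99th percentile of the random control probes as threshold.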

Concerning the secondary metabolism, some genes involved in arginine catabolism and polyamine pathway were also modulated. In particular a gene coding for an arginine decarboxylase (ADC1, # 201, Supplementary Table 4) was downregulated by *Urea*+*NBPT*, as well as several other genes encoding enzymes for polyamine degradation: polyamine oxidase (PAO1, PAO3) and copper amine oxidase (PAO and CuAO, # 372–373, 437, 1499, and 205, Supplementary Table 4). 

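The arginine decarboxylase transcript ADC1 (GRMZM2G374302_T02), of an enzyme that leads from arginine to polyamines, had a level of 7.88 ± 0.04 (SD, n = 3) and lay above the random control probes in no array. The paper's fold change is -2.52. Of 4 transcripts of polyamine degradation paired with an identifier, 2 were detected, polyamine oxidase 3 (GRMZM2G137820_T02) at 10.55 ± 0.07 (SD, n = 3) and a copper amine oxidase (GRMZM2G139028_T01) at 9.53 ± 0.12 (SD, n = 3). Polyamine oxidase 1 had 6.87 ± 0.17 (SD, n = 3) for GRMZM2G071343_T01 and 7.64 ± 0.07 (SD, n = 3) for GRMZM2G071343_T02 and was not detected. The fold changes in the paper are -2.23, -2.15, -2.31 and -2.08 in this order.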

Along with putrescine, S-adenosyl methionine (SAM) participates as methyl donor to the synthesis of spermidine and spermine, a particular class of polyamines. The treatment with *Urea*+*NBPT* led to the upregulation of a gene for the synthesis of SAM (# 188, Supplementary Table 4), but limited the expression of some SAM methyltransferases (# 189, 343–344, 1534, 1568, 2048, Supplementary Table 4), putatively involved in other SAM-consuming pathways. 

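The transcript cited for SAM synthesis, GRMZM2G098031_T01, was detected at 9.90 ± 1.52 (SD, n = 3), and replicate 2 lay 2.61 above the mean of the others. It is described by a methionine S-methyltransferase of Arabidopsis, and the paper's fold change is 2.57. Of 4 SAM methyltransferase transcripts paired with an identifier, 1 was detected, GRMZM2G471805_T03 at 8.65 ± 0.24 (SD, n = 3), with a fold change of -3.94 and an RT-PCR value of -3.95 ± 0.242 (SD) in the paper. GRMZM2G442804_T04 had 7.02 ± 0.15 (SD, n = 3) and a fold change of -2.80 in the paper. For SAM synthesis 0 and for the methyltransferases 0 transcripts were detected with the 99th percentile of the random control probes as threshold.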

Beside these changes linked to arginine catabolism, results showed that three transcripts encoding proline oxidase (# 198–200, Supplementary Table 4) were upregulated by *Urea*+*NBPT*.

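Proline oxidase starts the breakdown of proline. Of its 3 transcripts, GRMZM2G117956_T01 was detected at 10.47 ± 0.18 (SD, n = 3) and GRMZM2G053720_T02 at 9.51 ± 0.17 (SD, n = 3), while GRMZM2G117956_T02 had 8.03 ± 0.05 (SD, n = 3) and lay above background in no array. The paper's fold changes are 2.52, 4.53 and 2.85 in this order, and its RT-PCR value for the first is 4.01 ± 0.916 (SD).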

Another set of transcripts involved in the secondary metabolism was related to the synthesis of phenylpropanoids (# 193–195, 225, 227, 232–238, 250–258, 289, 412, Table 3, Figure 7). In particular, the NBPT treatment downregulated the expression of three transcripts related to the synthesis of shikimate and arogenate (# 193–195, Table 3), while the downstream reactions for the synthesis of phenylpropanoids were upregulated (# 227, 232–235, 237–238, 250–251, 255–256, 258, 289, 412, Table 3), with the exception of some transcripts involved in the lignin synthesis, that were downregulated (# 225, 236, 252–254, Table 3).

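Of the 23 transcripts in Table 3, 10 were detected in Urea+NBPT roots. They include flavonol glucosyltransferases, flavonol synthase, a laccase, 4-coumarate-CoA ligase and CAD7, while CAD9, CCR1 and chorismate synthase were not detected. This share was not found to differ from that of all other transcripts (odds ratio 0.46, two-sided Fisher's exact test, adjusted p = 0.482), and the list was chosen by the study on these samples. Replicate 2 lay more than 1 above the mean of the others in 2 transcripts, those of the hydroxycinnamoyl transferase GRMZM2G035584_T07 and the ammonia-lyase PAL2, and replicate 1 in 1, the acyltransferase AAT1 (GRMZM5G882427_T01) with 8.84, 7.94 and 7.68 in replicates 1, 2 and 3.

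**Figure D3:**
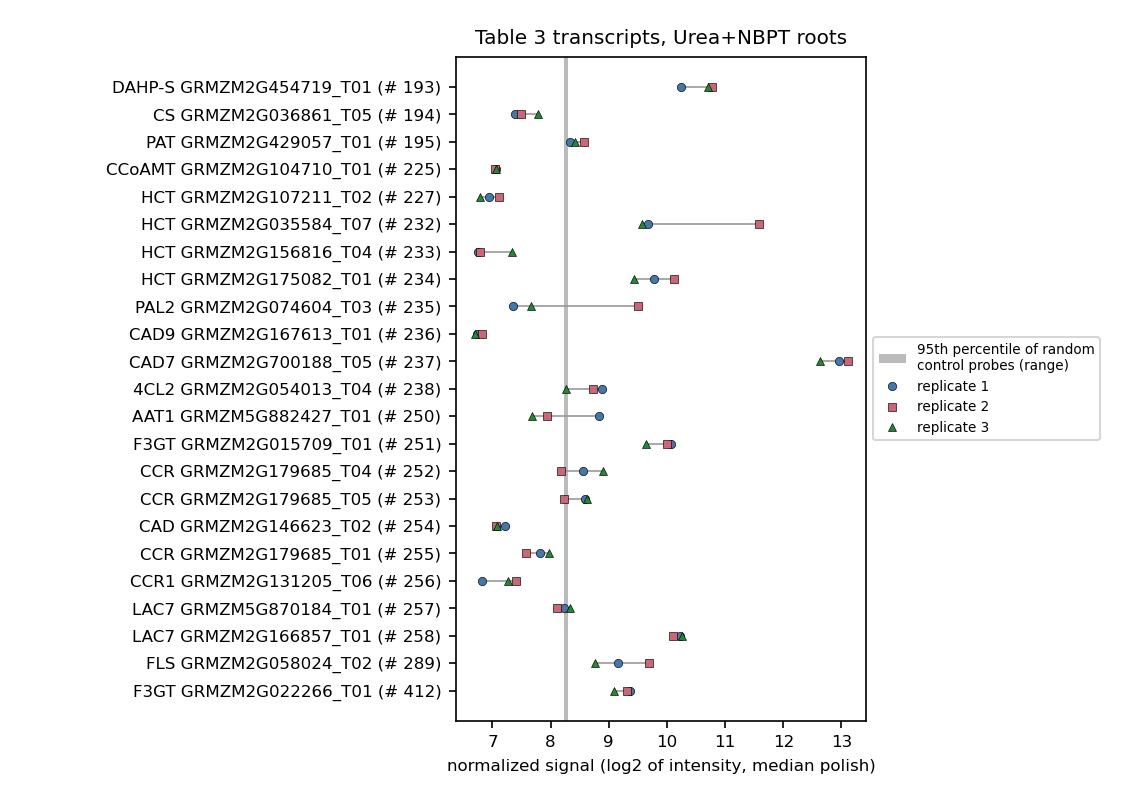
Normalized signal (log2, x axis) of the transcripts of Table 3 (y axis) in Urea+NBPT roots, with 1 symbol per replicate and a line from the lowest to the highest replicate. The grey band spans the 95th percentiles of the random control probes of the 3 arrays, and PAL2 lies above it in replicate 2 only.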

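Of the first steps, DAHP synthetase (GRMZM2G454719_T01) was detected at 10.58 ± 0.29 (SD, n = 3) and the aminotransferase PAT (GRMZM2G429057_T01) at 8.45 ± 0.12 (SD, n = 3), while chorismate synthase (GRMZM2G036861_T05) had 7.56 ± 0.20 (SD, n = 3) and lay above background in no array. The paper's fold changes are -2.13, -2.08 and -3.21, with an RT-PCR value of -2.29 ± 0.206 (SD) for PAT. Of the later steps, the flavonol glucosyltransferase GRMZM2G015709_T01 was detected at 9.90 ± 0.23 (SD, n = 3), the hydroxycinnamoyl transferase GRMZM2G175082_T01 at 9.78 ± 0.34 (SD, n = 3) and 4-coumarate-CoA ligase 4CL2 (GRMZM2G054013_T04) at 8.63 ± 0.32 (SD, n = 3). The paper lists them at 3.72, 3.52 and 3.27, and 4CL2 at 5.28 ± 1.23 (SD) by RT-PCR. The transferase GRMZM2G035584_T07 had 9.68, 11.58 and 9.57 in replicates 1, 2 and 3, with a fold change of 2.62 in the paper. PAL2 (GRMZM2G074604_T03), which converts phenylalanine to cinnamic acid, had 7.36, 9.51 and 7.67 in replicates 1, 2 and 3 and lay above background in 1 of 3 arrays, and the paper's fold change is 2.40. Of the transcripts of lignin synthesis listed as down, cinnamoyl-CoA reductase GRMZM2G179685_T04 had 8.54 ± 0.35 (SD, n = 3) and lay above background in 2 of 3 arrays, and the caffeate O-methyltransferase GRMZM2G104710_T01 had 7.06 ± 0.01 (SD, n = 3) and lay above it in none. Their fold changes in the paper are -3.34 and -2.91.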

**Table 3:** **List of modulated transcripts involving in the phenylpropanoid synthesis and reported in the *Results* and *Discussion* sections by the comparison of transcriptional profiles of *Urea*+*NBPT* roots with profile of *Urea* roots (*Urea*+*NBPT* vs. *Urea* comparison)**.

**#**	**Transcript ID**	***FC***	***P*-value adj**.	**Description**	**Short name**
193	GRMZM2G454719_T01	–2.13	0.003	*Phospho-2-dehydro-3-deoxyheptonate aldolase (DAHP synthetase)*	*DAHP-S*
194	GRMZM2G036861_T05	–3.21	0.002	*Chorismate synthase*	*CS*
195	GRMZM2G429057_T01	–2.08	0.008	*Pyridoxal phosphate (PLP)-dependent aminotransferase*	*PAT*
225	GRMZM2G104710_T01	–2.91	0.030	*Caffeate O-methyltransferase, putative*	*CCoAMT*
227	GRMZM2G107211_T02	2.04	0.048	*Hydroxycinnamoyl-CoA shikimate/quinate hydroxycinnamoyl transferase*	*HCT*
232	GRMZM2G035584_T07	2.62	0.007	*Hydroxycinnamoyl-CoA shikimate/quinate hydroxycinnamoyl transferase*	*HCT*
233	GRMZM2G156816_T04	2.73	0.003	*Hydroxycinnamoyl-CoA shikimate/quinate hydroxycinnamoyl transferase*	*HCT*
234	GRMZM2G175082_T01	3.52	0.006	*Hydroxycinnamoyl-CoA shikimate/quinate hydroxycinnamoyl transferase*	*HCT*
235	GRMZM2G074604_T03	2.40	0.004	*Phenylalanine ammonia-lyase*	*PAL2*
236	GRMZM2G167613_T01	–2.05	0.006	*Cinnamyl alcohol dehydrogenase 9*	*CAD9*
237	GRMZM2G700188_T05	2.21	0.005	*Cinnamyl alcohol dehydrogenase 7*	*CAD7*
238	GRMZM2G054013_T04	3.27	0.003	*4-coumarate-CoA ligase*	*4CL2*
250	GRMZM5G882427_T01	3.12	0.024	*Anthocyanin 5-aromatic acyltransferase 1*	*AAT1*
251	GRMZM2G015709_T01	3.72	0.006	*Flavonol 3-O-glucosyltransferase*	*F3GT*
252	GRMZM2G179685_T04	–3.34	0.008	*Cinnamoyl-CoA reductase-related*	*CCR*
253	GRMZM2G179685_T05	–2.85	0.023	*Cinnamoyl-CoA reductase-related*	*CCR*
254	GRMZM2G146623_T02	–2.03	0.037	*Cinnamyl-alcohol dehydrogenase*	*CAD*
255	GRMZM2G179685_T01	2.25	0.035	*Cinnamoyl-CoA reductase-related*	*CCR*
256	GRMZM2G131205_T06	2.57	0.034	*Cinnamoyl-CoA reductase*	*CCR1*
257	GRMZM5G870184_T01	–2.77	0.019	*Laccase-15 precursor*	*LAC7*
258	GRMZM2G166857_T01	2.15	0.020	*Laccase-15 precursor*	*LAC7*
289	GRMZM2G058024_T02	2.66	0.018	*Flavonol synthase*	*FLS*
412	GRMZM2G022266_T01	2.92	0.003	*Flavonol 3-O-glucosyltransferase*	*F3GT*

In the table are shown (starting from left column): number of transcript (see Supplementary Table 4), transcript ID, fold change (FC) of Urea+NBPT vs. Urea, P-value adjusted, transcript description and short name were reported for each transcript.

**Figure 7:**
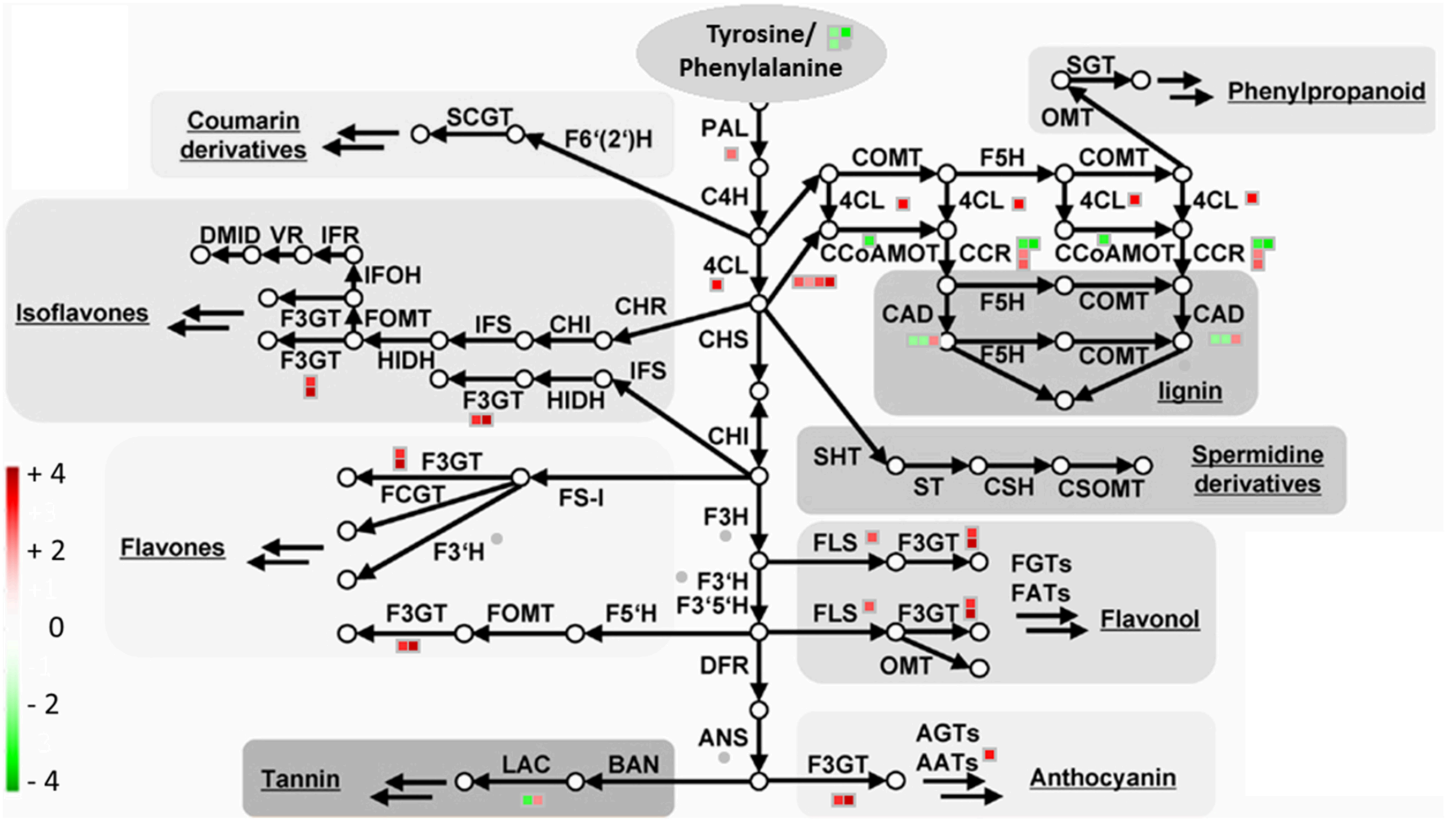
**Transcriptional modulation of genes involved in the phenylalanine/tyrosine derived secondary metabolite biosynthesis in *Urea*+*NBPT* vs. *Urea* roots**. In maize plants, phenylalanine, and tyrosine are precursor for the synthesis of several secondary metabolites. Color scale refers to the fold change values of differentially expressed transcripts: *red* color refers to those transcripts positively regulated by *Urea*+*NBPT* treatment, while in *green* are transcripts negatively regulated by *Urea*+*NBPT* treatment. PAL, phenylalanine ammonia-lyase; C4H, cinnamate-4-hydroxylase; 4CL, 4-coumarate CoA ligase; CAD, cinnamoyl-alcohol dehydrogenase; F5H, ferulate 5-hydroxylase; C3H, coumarate 3-hydroxylase; ALDH, aldehyde dehydrogenase; CCR, cinnamoyl-CoA reductase; HCT, hydroxycinnamoyl-Coenzyme A shikimate/quinate hydroxycinnamoyltransferase; CCoAOMT, caffeoyl/CoA-3-O-metheltransferase; CHS, chalcone synthese; CHI, chalcone isomerase; F3H, flavanone 3-hydroxylase; F3′H, flavonoid-3′-hydroxylase; F3GT, flavonoid-3-O-glycosyltransferase; FS, flavone synthase; FOMT, flavonoid O-methyltransferase; FCGT, flavone-C-glycosyltransferase; FLS, flavonol synthese; F3GT, flavonoid-3-O-glycosyltransferase; DFR, dihydroflavonol reductase; ANS, Anthocyanidin synthese; AGT, Flavonoid-O-glycosyltransferase; AAT, anthocyanin acyltransferase; BAN, oxidoreductase|dihydroflavonol reductase like; LAC, laccase. The image is adapted from Tohge et al. (2013).

The presence of NBPT in the root external solution also modulated the expression of genes related to biotic (# 305–332, Supplementary Table 4) and abiotic stresses (# 333–351, Supplementary Table 4), this latter group of transcripts being mainly downregulated by NBPT. 

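Of 28 transcripts of biotic stress, 19 were detected, and of 19 of abiotic stress, 11. The thaumatin-like transcript GRMZM2G154449_T01, of a pathogenesis-related family, had a level of 10.13 ± 0.66 (SD, n = 3), where replicate 2 lay 1.12 above the mean of the others. GRMZM2G044591_T01, which has no description, had 11.30 ± 0.76 (SD, n = 3), where replicate 2 lay 1.32 above the mean of the others. GRMZM2G044591_T02, of the same gene, was detected at 12.33 ± 0.125 (SD, n = 3), where replicate 2 lay 0.195 above the mean of the others. It is named after its value was seen. The disease resistance transcript GRMZM2G067713_T01 had 9.38 ± 0.17 (SD, n = 3). The paper's fold changes for these are 5.66, 3.67, 3.52 and -3.53 in this order. Of abiotic stress, the DnaJ chaperone transcripts GRMZM2G367023_T01 and GRMZM2G010000_T04 are listed at 4.98 and 3.54 in the paper and the chaperone htpG (GRMZM2G110574_T01) at -3.38. GRMZM2G367023_T01 had 7.35, 12.62 and 7.21 in replicates 1, 2 and 3 and was not called detected, GRMZM2G010000_T04 was detected at 9.55 ± 0.17 (SD, n = 3) and htpG at 9.51 ± 0.21 (SD, n = 3). The paper lists 13 of the biotic list as up and 15 as down, and 5 and 14 of the abiotic list. Replicate 2 lay more than 1 above the mean of the others in 6 transcripts of the first list and 2 of the second, all of them listed as up. Neither share of detected transcripts was found to differ from that of all other transcripts (two-sided Fisher's exact test, adjusted p = 0.97 and 0.97), and the study chose both lists on these samples.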

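Callose is a glucan that glucan synthases lay down in the cell wall. Of 5 transcripts of callose synthesis, 1 was detected in all 3 arrays, the glucan synthase GRMZM2G004087_T01 with 10.65, 13.34 and 10.33 in replicates 1, 2 and 3. The other members lay above background in replicate 2 only, and in all 5 replicate 2 lay more than 1 above the mean of the others. GRMZM2G471139_T01 had 6.76, 11.14 and 6.70 in replicates 1, 2 and 3, and GRMZM2G326643_T05 had 7.65, 12.22 and 7.28 in replicates 1, 2 and 3. GRMZM2G022841_T01 had 6.97, 10.16 and 6.83 in replicates 1, 2 and 3, and the callose synthase GRMZM2G023003_T01 had 6.73, 8.96 and 6.67 in replicates 1, 2 and 3. The paper's fold changes are 2.19, 4.33, 4.18, 3.47 and 3.25 in this order. All 4 transcripts of cell wall proteins were detected, and in none did replicate 2 lie more than 1 above the others. The extensin GRMZM5G805485_T01 had a level of 12.13 ± 0.64 (SD, n = 3) and the arabinogalactan protein GRMZM2G133053_T01 had 9.25 ± 0.24 (SD, n = 3), with fold changes of 2.94 and 2.40 in the paper. Neither share was found to differ from that of all other transcripts (two-sided Fisher's exact test, adjusted p = 0.482 and 0.799).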

As a general response to a stress condition we observed the induction of some genes involved in callose synthesis (glucan synthases, # 71–75, Supplementary material Supplementary Table 4) and coding for cell wall proteins (AGPs and LRRs, # 114–115 and 117–118, Supplementary Table 4). On the other hand some genes related to cell wall degradation (xylosidase and glucanases, # 119–124, Supplementary Table 4) and modification (pectinesterases, # 145–149, Supplementary Table 4) were downregulated by NBPT (Figure 5).

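Of 6 transcripts of cell wall degradation, 2 were detected, the glycosyl hydrolases GRMZM2G343144_T01 at 9.20 ± 1.08 (SD, n = 3) and GRMZM2G017186_T07 at 12.30 ± 0.39 (SD, n = 3). In GRMZM2G343144_T01 replicate 2 lay 1.86 above the mean of the others. The beta-xylosidase GRMZM2G136895_T02, of an enzyme that degrades xylan, had 7.04 ± 0.24 (SD, n = 3) and was not detected, nor was the glycosyl hydrolase GRMZM2G167669_T01, which had 7.04 ± 0.25 (SD, n = 3). The paper's fold changes are -2.30, -2.17, -2.99 and -2.38 in this order. Of 5 pectinesterase transcripts, 3 were detected, among them pectinesterase 11 (GRMZM2G070913_T01) at 9.31 ± 0.57 (SD, n = 3) with a fold change of -4.03 in the paper. GRMZM2G012328_T01, described by the invertase and pectin methylesterase inhibitor family, is listed at -2.47 and had 8.12 ± 0.23 (SD, n = 3), above background in 1 of 3 arrays. Neither share was found to differ from that of all other transcripts (two-sided Fisher's exact test, adjusted p = 0.731 and 1), and GRMZM2G017186_T07 is named after its value was seen. Of the pectinesterase transcripts 0 and of those of cell wall degradation 1 were detected with the 99th percentile of the random control probes as threshold.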

This transcriptional behavior might be closely related to the hormonal response of root cells. Indeed some genes linked to auxin (# 263–274, Supplementary Table 4) and ethylene metabolism (# 283–295, Supplementary Table 4) were mostly negatively modulated in *Urea*+*NBPT* treated root cells. 

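Of 12 auxin transcripts 8 were detected, and of 13 ethylene transcripts 5. The AUX/IAA regulator GRMZM2G134517_T01, of a family that represses auxin responses, had a level of 8.74 ± 0.28 (SD, n = 3), and the SAUR-like transcript GRMZM2G089273_T01 had 11.13 ± 0.01 (SD, n = 3), with fold changes of -3.75 and -3.64 in the paper. The ethylene response factor GRMZM2G478965_T01 had 7.20 ± 0.76 (SD, n = 3) and the ethylene sensor kinase GRMZM2G318689_T01 had 7.16 ± 0.06 (SD, n = 3), both above background in no array, and the AINTEGUMENTA-like transcript GRMZM2G703514_T01 was detected at 9.20 ± 0.14 (SD, n = 3). The paper lists these at -3.91, -3.39 and -3.22. In the auxin list replicate 2 lay more than 1 above the mean of the others in 1 transcript, the O-fucosyltransferase GRMZM2G136113_T01, where the difference was 1.34 and which the paper lists as up. The ethylene list also holds gibberellin oxidases, which are enzymes of gibberellin metabolism. It further holds transcripts described only by the 2-oxoglutarate-dependent oxygenase family, and the flavonol synthase of Table 3. The shares were not found to differ from that of all other transcripts (two-sided Fisher's exact test, adjusted p = 1 and 0.482), and the study chose both lists on these samples. With the 99th percentile of the random control probes as threshold, 1 ethylene transcript was detected and the share was lower than that of all other transcripts (two-sided Fisher's exact test, adjusted p = 0.0421). Over 26 cited lists and 11 settings, this was the only list and setting to pass 0.05 without passing in the main analysis. The p was not adjusted over settings.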

A different behavior was observed for genes related to jasmonic acid biosynthesis (# 298–301, Supplementary Table 4), which were upregulated by the treatment with the urease inhibitor.

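Of 4 transcripts of jasmonic acid biosynthesis, 3 were detected. Lipoxygenases, which oxidize linolenic acid at the start of the pathway, had levels of 11.93 ± 0.11 (SD, n = 3) for GRMZM2G106748_T01 and 11.05 ± 0.36 (SD, n = 3) for GRMZM2G015419_T05. The 12-oxophytodienoate reductase GRMZM2G156712_T01 had 9.10 ± 0.24 (SD, n = 3). GRMZM2G015419_T03, another lipoxygenase transcript, had 7.29 ± 0.45 (SD, n = 3) and lay above background in no array. The paper's fold changes are 3.81, 2.57, 3.27 and 2.29 in this order, and the share detected was not found to differ from that of all other transcripts (two-sided Fisher's exact test, adjusted p = 1).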

Finally, a miscellaneous group of transcripts, mainly coding for transporters and transcription factors involved in the acquisition of other nutrients, was found to be modulated by NBPT treatment. Most of them were related to the acquisition and homeostasis of Fe. Indeed two transcripts coding for putative Fe(III)-PS transporters (ZmYSL7, # 1333, 1335; Table 4), one coding for the vacuolar storage of Fe (VIT1, # 219; Table 4), one coding for the plastid protein uptake machinery (TIC21, # 868; Table 4) and some transcripts coding for bHLH transcription factors (ZmPYE-like, # 673–674, 2026 and ZmbHLH29, # 684; Table 4) were modulated by the *Urea*+*NBPT* treatment.

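Of the 10 transcripts in Table 4, 8 were detected in Urea+NBPT roots. The vacuolar iron transporter VIT1 (GRMZM2G074672_T02) had a level of 8.80 ± 0.65 (SD, n = 3), with 8.61, 9.52 and 8.27 in replicates 1, 2 and 3, and the paper gives a fold change of 6.47 and an RT-PCR value of 4.54 ± 0.44 (SD). The YSL7 transcripts GRMZM2G120922_T01 and GRMZM2G062844_T01 had 8.91 ± 0.27 (SD, n = 3) and 8.64 ± 0.21 (SD, n = 3), with fold changes of -3.15 and -2.34 in the paper. All 3 PYE-like transcripts of GRMZM2G017145 were detected, GRMZM2G017145_T03 at 11.24 ± 0.13 (SD, n = 3), as was bHLH29-like (GRMZM2G313756_T01) at 11.35 ± 0.34 (SD, n = 3), and the paper lists these at -2.54 and 2.26. TIC21 (GRMZM2G145500_T04) had 6.84 ± 0.28 (SD, n = 3) and lay above background in no array, with a fold change of -2.70 in the paper. The share detected was not found to differ from that of all other transcripts (odds ratio 2.39, two-sided Fisher's exact test, adjusted p = 0.799), and the list was chosen by the study on these samples.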

**Table 4:** **List of modulated transcripts involving in the acquisition of other nutrients and reported in the *Results* and *Discussion* sections by the comparison of transcriptional profiles of *Urea*+*NBPT* roots with profile of *Urea* roots (*Urea*+*NBPT* vs. *Urea* comparison)**.

**#**	**Transcript ID**	***FC***	***P*-value adj**.	**Description**	**Short name**
219	GRMZM2G074672_T02	6.47	0.001	*Vacuolar iron transporter 1*	*VIT1*
673	GRMZM2G017145_T03	–2.54	0.002	*Basic helix-loop-helix (bHLH)*	*PYE-like*
674	GRMZM2G017145_T02	–2.48	0.002	*Basic helix-loop-helix (bHLH)*	*PYE-like*
684	GRMZM2G313756_T01	2.26	0.049	*Basic helix-loop-helix (bHLH) FER-like regulator of iron uptake*	*bHLH29-like*
868	GRMZM2G145500_T04	–2.70	0.004	*Copper/iron translocation at inner membrane of chloroplast*	*TIC21*
1333	GRMZM2G120922_T01	–3.15	0.007	*Yellow stripe like 7*	*YSL7*
1335	GRMZM2G062844_T01	–2.34	0.026	*Yellow stripe like 7*	*YSL7*
1361	GRMZM5G870170_T01	–3.14	0.002	*MATE type citrate carrier*	*MATE1*
2026	GRMZM2G017145_T05	–2.18	0.013	*Basic helix-loop-helix (bHLH)*	*PYE-like*
2144	GRMZM2G161310_T02	–2.07	0.010	*Zinc induced facilitator 1*	*ZIF1*

In the table are shown (starting from left column): number of transcript (see Supplementary Table 4), transcript ID, fold change (FC) of Urea+NBPT vs. Urea, P-value adjusted, transcript description and short name were reported for each transcript.

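MATE1 (GRMZM5G870170_T01), a citrate carrier, was detected in Urea+NBPT roots at 10.27 ± 0.32 (SD, n = 3), with a fold change of -3.14 and an RT-PCR value of -2.69 ± 0.32 (SD) in the paper. ZIF1 (GRMZM2G161310_T02) had a level of 7.98 ± 0.07 (SD, n = 3), lay above the random control probes in no array, and has a fold change of -2.07 in the paper.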

Exposure of maize roots to *Urea*+*NBPT* influenced also the expression of genes putatively involved in micronutrient complexation: a gene encoding a putative nicotianamine transporter (*ZmZIF1*, # 2144; Table 4) and a gene mediating the efflux of citrate into the rhizosphere (*ZmMATE1*, # 1361; Table 4) were negatively affected by *Urea*+*NBPT*.

## Discussion

N-(n-butyl) thiophosphoric triamide (NBPT) is the most widely used urease inhibitor (Sanz-Cobena et al., 2012; Abalos et al., 2014). However, only few information is available on the effect of NBPT on N acquisition mechanisms in plants.

An inhibitory effect of NBPT on urea uptake and assimilation was shown in a previous work (Zanin et al., 2015a). In the present work, a transcriptomic analysis was performed in order to highlight the modifications induced by a short-term (8 h) treatment with NBPT in the primary and secondary metabolism of urea-fed maize seedlings.

### Urea and ammonium assimilation pathways

It is well-known that the acquisition of external urea is mediated by several proteins localized on the root plasma membrane. A specific transporter, DUR3, and some members belonging to the aquaporin family are considered to be the major components of the high- and low-affinity-transport system in plants, respectively (for review see Kojima et al., 2006).

Confirming previous evidence (Zanin et al., 2015a), transcriptomic analysis revealed that the expression of *DUR3* gene was not affected by the NBPT treatment, while a different behavior was observed for several aquaporins. Among the modulated transcripts, one sequence (*ZmTIP4;1,* # 1356 Table 2) exhibited a high homology to *AtTIP4;1* that encodes a tonoplastic aquaporin of arabidopsis permeable to urea and inducible by N deficiency in roots (Liu et al., 2003). When the urease inhibitor NBPT was added to the external solution, root cells accumulated urea (Table 1); this in turn would modulate positively or negatively the expression of different aquaporins (# 1355–1358, Table 2) in order to equilibrate the concentration of urea within different cellular compartments (Figure 6).

In the cytosol, urea should be rapidly hydrolyzed by urease, releasing ammonium and carbonic dioxide but, as reported in wheat and pea plants (Artola et al., 2011; Cruchaga et al., 2011), the treatment with the urease inhibitor NBPT interferes with the assimilation of urea and decreases plant urease activity. Also in maize, the NBPT treatment compromised the urease activity (Figure 1).

After 8 h of treatment, the urea concentration already increased in roots (Zanin et al., 2015a), although the enzyme activity was not yet affect by NBPT (Figure 1). At the same time, microarray analyses revealed that the *Urea*+*NBPT* treatment positively modulates the expression of a truncated transcript (5′-smallRNA) putatively coding for a partial and inactive fragment of urease (# 202 Table 2), while the expression of the complete transcript coding for a functional urease was not influenced by NBPT (Zanin et al., 2015a). 

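The complete urease transcript GRMZM2G461569_T01 was detected in Urea+NBPT roots at 10.56 ± 0.37 (SD, n = 3). Its highest and lowest replicate differed by 0.74 on the log2 scale. The paper's RT-PCR value for the complete transcript is 0.935 ± 0.185 (SD). For changes in urea concentration, the paper proposes that plant cells might regulate the activity of urease by attenuating transcription, and refers to bacteria.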

In response to changes in urea concentration, plant cells might regulate the urease activity through a transcriptional attenuation mechanism, as reported in bacteria. In fact, in *Helicobacter pylori*, a urease-regulatory mechanisms mediated by 5′-smallRNA downregulates the urease expression through a premature termination of the transcript (Wen et al., 2013).

According to the proposed pathway for ureic-N assimilation (Mérigout et al., 2008; Pinton et al., 2016), ammonium derived from urea catabolism is rapidly assimilated by a cytosolic pathway involving a glutamate dehydrogenase, a glutamine synthase and an asparagine synthetase. In the presence of *Urea*+*NBPT*, the root capability to hydrolyze urea (Figure 1) decreased reducing the amount of ammonium available for the primary assimilation (Table 1); this result is confirmed by the low amounts of Gln measured in the roots (Figure 2D). Consistent with these observations, the microarray experiment identified the downregulation of genes encoding asparagine synthetase and carbonic anhydrase (# 185–187 and 93–95, Table 2, Figure 6), two enzymes consuming the ureolitic products (ammonium and carbon dioxide). Furthermore, after 8 h of treatment, the amounts of Glu, Gln, and Asn in shoots were reduced by NBPT (Figure 2A); in roots, Glu content increased while Gln or Asn did not exhibit any significant change (Figure 2C). The root accumulation of Glu supports the idea that NBPT might limit ureic-N assimilation. It is plausible that the NBPT treatment would determine a rapid redistribution of amino acids from shoots to roots.

Other genes involved in N acquisition were modulated when plants were treated with *Urea*+*NBPT*. Since the nutrient solution did not contain nitrate and no measurable urea degradation occurred in the external medium, the upregulation of genes coding for putative nitrate transporters and for nitrite reductase (# 1283, 1295, 1338, 183, Table 2, Figure 6) might be activated to compensate for the reduced N assimilation. All these changes involved in the urea assimilation pathway might be triggered by the action of the transcription factor ZFP16-1 (# 543, Table 2), a homolog to ZAT12 in arabidopsis, whose gene expression is known to be responsive to urea nutrition (Mérigout et al., 2008; Zanin et al., 2015b) and to abiotic stresses (Davletova et al., 2005). As an early responsive element (Zanin et al., 2015a), this transcription factor might play a key role in activating the pathway for urea assimilation and in turn the inducible acquisition of urea in plants. The downregulation of *ZFP16-1* by NBPT might limit the overall mechanism of ureic-N assimilation and redistribution in plants.

### Primary metabolism

In roots of *Urea*+*NBPT* treated plants, many genes involved in primary metabolic pathways, like glycolysis and TCA cycle (# 77–83, 85, 90–95, and 1704, Supplementary Table 4, Figures 5, 6), were downregulated. However, a few transcripts, such as malate/dicarboxylate transporters (for the mitochondrial translocation of malate), a NADPH-malic enzyme and aconitase, were induced by NBPT (# 88–89, 1324–1325, Supplementary Table 4). Aconitase converts citrate to isocitrate, a precursor of α-ketoglutarate, which is a key metabolite for N assimilation. These modulations in transcript levels might indicate the activation of an alternative pathway to sustain the TCA cycle through translocation of cytosolic malate into mitochondria *via* an antiport with Pi, rather than via a pyruvate/OH^−^ antiport (Taiz and Zeiger, 2002, Figure 6). In this way, the dissipation of the transmembrane pH gradient through the mitochondria inner membrane is avoided. Moreover, in the matrix, malate becomes the substrate of malic enzyme which generates pyruvate and, in turn, participates (as acetyl-CoA) in the TCA cycle. The decarboxylation of malate leads to the consumption of H^+^ and to the release of a CO_2_ molecule (Figure 6). This alkalization could be potentially compensated by the transformation of CO_2_ into bicarbonate, a reaction catalyzed by carbonic anhydrases. However, the transcriptomic analyses revealed that these latter enzymes were downregulated by NBPT (# 93–95, Supplementary Table 4, Figure 6), as a possible response of root cells to preserve the alkalization of mitochondrial matrix.

Thus, in the presence of *Urea*+*NBPT*, root cells seem to activate an alternative pathway to limit mitochondrial alkalization of the intermembrane space and, at the same time, to increase the pH of the matrix, as a mechanism to enhance the transmembrane potential suitable for ATP synthesis. In fact there were some positive modulations in the expression of genes coding for mitochondrial proteins involved in ATP synthesis and electron transport (complex I and IV). This response might be a strategy to compensate the wide downregulation occurring in the plastidial electron transport chain (# 1–54, Supplementary Table 4, Figure 6).

### Secondary metabolic pathway: changes triggered by the urease inhibitor NBPT

#### Arginine and polyamine synthesis

Urea, either derived from the rhizosphere or from internal N cycling (*via* arginine catabolism), plays an important role as N metabolite in plants (Witte, 2011). In addition to its role in urea synthesis, arginine is a versatile amino acid and serves as a precursor for the synthesis of polyamines, glutamate, proline and participates also in the biosynthesis of several alkaloids (nicotine, tropane-, and pyrrolidine-alkaloids; Sato and Yamada, 2008).

It is known that the polyamine (PA) homeostasis in plants correlates with several important physiological functions, including the control of the C:N ratio (Mattoo et al., 2006), stress response (Alcázar et al., 2011) and protein regulation (Baron and Stasolla, 2008; Tisi et al., 2011a,b). To understand if the plant response to the urease inhibitor NBPT might have consequences on N cycling, we extracted from the gene list the transcripts encoding proteins that are related to arginine and PAs metabolism. So far two different genes coding for isoforms of arginine decarboxylase (*ADC1* and *ADC2*), the first enzyme for the polyamine synthesis, have been identified in the plant genome. The arginine decarboxylation is a limiting step for PA synthesis; in fact the overexpression of ADC2 enzyme isoform has been shown to promote putrescine accumulation (Alcázar et al., 2005). Our transcriptomic data revealed a downregulation for *ADC1* (*ADC1* # 201, Supplementary Table 4) but not for *ADC2* when plants were treated with NBPT. These two enzymatic isoforms show different expression patterns depending on the nature of the stress and appear to play specific roles in response to different stresses (Alcázar et al., 2010). While the expression of *ADC1* is highly responsive to cold conditions, *ADC2* is induced by a wide range of stresses, such as drought, wounding/jasmonate treatment, salinity, and potassium deficiency (Urano et al., 2003; Cuevas et al., 2008; Alcázar et al., 2010). Moreover, the arabidopsis homolog of the urea-responsive transcription factor (*ZFP16-1* # 543, Table 2, see above) acts as a positive regulator of ADC (Vogel et al., 2005). Therefore, the low expression of *ZFP16-1* transcript in *Urea*+*NBPT* treated maize roots correlated with the downregulation of *ADC1* gene. The effect of NBPT on PAs metabolism is further supported by the inhibition of polyamine degradation (# 205, 372–373, 437, 1499, Supplementary Table 4).

A considerable modulation was observed for the catabolism of proline, an amino acid whose synthesis is metabolically linked with PA synthesis through the common precursor arginine (Balestrasse et al., 2005). Experimental evidence showed that N deficiency caused a reduction in proline levels due to the stimulation of proline catabolism (Sánchez et al., 2002; del Mar Rubio-Wilhelmi et al., 2012). Thus, the upregulation of three transcripts coding for proline oxidases (*ZmProOXs)* under the *Urea*+*NBPT* treatment (# 92–94, Table 2) might be part of a N recycling process induced within the root cells by the inhibitor.

#### Phenylalanine/tyrosine derivatives and phenylpropanoid pathway

The modulation of gene expression in response to the *Urea*+*NBPT* treatment revealed a group of transcripts involved in the shikimate pathway and the downstream reactions for the synthesis of aromatic amino acids and their derivatives in roots (Table 3, Figure 7). The aromatic amino acids, phenylalanine, and tyrosine (Rösler et al., 1997) are precursors for several secondary metabolites, including phenols (coumarin, flavonoids, lignin), spermidine derivatives/conjugates and others phenylpropanoids (Fellenberg et al., 2009; Tzin and Galili, 2010).

Previous experimental evidence had shown that under abiotic stress, such as N deficiency, the activity and content of enzymes associated with phenylpropanoid synthesis, in particular phenylalanine ammonia-lyase (PAL), increase in plants (Dixon and Paiva, 1995; Kováčik et al., 2007).

Furthermore, limited N-availability induced the expression of several genes associated with phenylpropanoid metabolisms including members of the gene families encoding enzymes such as PAL, 4-coumarate CoA ligase (4CL), and cinnamate-4-hydroxylase (C4H, Wang et al., 2003; Scheible et al., 2004; Fritz et al., 2006; Yang et al., 2011).

The addition of NBPT resulted in a downregulation of the first steps of the shikimate pathway for the synthesis of arogenate (# 193–195, Table 3) while the downstream reactions for the synthesis of cinnamic acid and phenylalanine/tyrosine-derivatives were upregulated (# 227, 232–235, 237,238, 250–251, 255–256, 258, 289, 412, Table 3, Figure 7). This behavior could be part of a N recycling mechanism. While the synthesis of arogenate requires glutamate as ammonium donor for the transamination reaction, the conversion of phenylalanine into cinnamic acid by PAL results in a release of ammonium. In this way, the activation of phenylalanine derivatives biosynthesis might help ensuring the N recycling from phenylalanine and/or tyrosine (Rösler et al., 1997), avoiding the deamination of glutamate.

Lignin synthesis was negatively modulated in *Urea*+*NBPT* treated plants (caffeate O-methyltransferase, cinnamoyl-CoA reductase and cinnamyl-alcohol dehydrogenase, # 225, 236, 252-254, Table 3, Figure 7), suggesting a metabolic shift toward the synthesis of other phenolic compounds.

As compared to *Urea* treated plants, total N and amino acids (as Gln and Asn) contents decreased in *Urea*+*NBPT* treated plants, suggesting an imbalance between C and N compounds. This cellular response is typically described under conditions of limiting N availability, where a marked shift from the N-containing molecules to carbon-rich phenols and phenylpropanoids is observed (Fritz et al., 2006; del Mar Rubio-Wilhelmi et al., 2012).

#### Modulation of genes involved in the acquisition of other nutrients

As previously reported, the urease inhibitor coordinates both Ni atoms in the urease active site (Manunza et al., 1999), thus it is plausible that in the root cells NBPT interacts with divalent cations modifying their availability for plants. Moreover, the inhibition of the urease enzyme by NBPT might also indirectly influence Ni homeostasis, with changes in the equilibrium between the active enzyme (urease binding Ni) and the apoenzyme (urease without Ni). Based on this consideration, the levels of the urease cofactor (Ni) might increase in the cytosol thus activating a response for its detoxification. Transcriptomic analyses might suggest that *Urea*+*NBPT* treated plants respond to a condition of Ni toxicity.

High concentrations of Ni are linked to a strong inhibition of the photosynthetic apparatus (chlorophyll content, thylakoid membrane, chloroplast grana structure, electron transport chain), occurring both in isolated chloroplasts and whole plant (for review see Chen et al., 2009). Besides the disruption of the photosynthetic apparatus, the toxicity symptoms due to Ni include the inhibition of CO_2_ assimilation, changes in the proline concentrations (Molas, 1997; Kozlov, 2005; Gajewska et al., 2006), and induced antioxidant enzyme and phenylalanine ammonia-lyase (PAL) activities (Yan et al., 2008). These responses might fit with the changes occurring after *Urea*+*NBPT* treatment, since the expression of *Rubisco* and other genes involved in the Calvin cycle, in proline pathway and some antioxidant and PAL enzymes were modulated by NBPT (# 58–60, 198–200, 1318–1319, 351, 466–472, 235, Supplementary Table 4, Figure 5).

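Of 8 transcripts of antioxidant enzymes, 7 were detected in Urea+NBPT roots. The peroxidase GRMZM2G365774_T01, of a family that reduces hydrogen peroxide, had a level of 9.35 ± 0.37 (SD, n = 3) and the germin-like transcript GRMZM2G161097_T01 had 10.80 ± 0.33 (SD, n = 3), with fold changes of 4.25 and 3.35 in the paper. The share detected was not found to differ from that of all other transcripts (two-sided Fisher's exact test, adjusted p = 0.799), and with the 99th percentile of the random control probes as threshold 3 were detected.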

In plants, metal ligands, such as nicotianamine (NA) and carboxylates (citrate and malate), act as intracellular Ni chelators (Devêvre et al., 1996; Ahonen-Jonnarth et al., 2000; Douchkov et al., 2005). The treatment with *Urea*+*NBPT* positively modulated the synthesis of the universal methyl donor *S*-adenosyl-L-methionine (SAM-S # 188, Supplementary Table 4), which along with putrescine (see above) participates to the production of NA (Herbik et al., 1999).

The availability of NA might allow maize plants to cope with the NBPT effect on metals homeostasis, favoring the transport or compartmentalization of divalent metals within the plant. In maize roots we observed a modulation of Yellow-Stripe-Like transporters (# 1335–1336, Table 4), which are homologous of Ni-NA transporters (Gendre et al., 2007).

When NBPT was added to the nutrient solution, the expression of some genes related to the homeostasis of Fe and Zn were also modulated in root cells (Table 4). Also this response might be related to changes in Ni homeostasis, a metal known to compete with Fe and Zn for NA complexation (log stability constants for complexes: Fe(II) 12.1–12.8, Zn(II) 14.6–15.4, Ni(II) 16.1, Benes et al., 1983; for review see Chen et al., 2009; Clemens et al., 2013). In particular, the root exposure to *Urea*+*NBPT* led to the upregulation of a gene coding for the vacuolar iron transporter (*ZmVIT1*, # 219; Table 4) and led to the downregulation of a putative NA transporter (*ZmZIF1*, # 2144; Table 4). The arabidopsis homologous (AtZIF1, Haydon et al., 2012) is a vacuolar membrane protein, which contributes to the intracellular distribution of NA. This protein would play an important role in Zn and Fe partitioning within the cells by limiting the sequestration of NA in the vacuole (Haydon et al., 2012). Therefore, in *Urea*+*NBPT* treated plants a limitation of metal sequestration in the vacuole might occur.

In conclusion, these results indicate that in presence of the urease inhibitor NBPT in the nutrient solution, the ureic-N assimilation is compromised and a general reprogramming of primary and secondary metabolic pathways occurs. In particular, the mechanisms involved in N-recycling appeared to be activated in treated plants (Figure 6). Moreover, root cells show a general response to compensate changes in the internal metal concentrations among different compartments. In particular changes in NA availability might led to unbalanced concentrations of Ni, Fe, and Zn.

## Author contributions

LZ and AZ performed the microarray analysis; SV and RD measured the amino acid content; LZ and NT acquired and analyzed the data. LZ, NT, ZV, RP designed and oversaw the research; LZ, NT, RP wrote the article.

## Funding

This work was supported by the Italian Ministry of University and Research (FIRB grant: RBFR127WJ9); the Department of Agricultural and Environmental Sciences, University of Udine (U.N.I.C.O. Project -2014).

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary material

Supplementary Figure 1 **MapMan Pathway file**. Image file for the pathway of urea assimilation and primary metabolism without transcript bins.

Supplementary Figure 2 **MapMan Pathway file**. Image file for the pathway of phenylalanine/tyrosine derivatives without transcript bins, image adapted from Tohge et al. (2013).

Supplementary Figure 3 **Overview of up- (red) and down- (green) modulated transcripts in *Urea*+*NBPT* vs. *Urea* using *MapMan*-bincode classification**. Numbers refer to the MapMan bincode: *1*, PS; *2*, major CHO metabolism; *3*, minor CHO metabolism; *4*, glycolysis; *5*, fermentation; *6*, gluconeogenesis/glyoxylate cycle; *7*, OPP; *8*, TCA/org transformation; *9*, mitochondrial electron transport/ATP synthesis; *10*, cell wall; *11*, lipid metabolism; *12*, N-metabolism; *13*, amino acid metabolism; *14*, S-assimilation; *15*, metal handling; *16*, secondary metabolism; *17*, hormone metabolism; *18*, Co-factor and vitamine metabolism; *19*, tetrapyrrole synthesis; *20*, stress; *21*, redox; *22*, polyamine metabolism; *23*, nucleotide metabolism; *24*, Biodegradation of Xenobiotics; *25*, C1-metabolism; *26*, miscellaneous; *27*, RNA; *28*, DNA; *29*, protein; *30*, signaling; *31*, cell; *32*, micro RNA, natural antisense; *33*, development; *34*, transport; *35*, not assigned. Color scale refers to the fold change values of differentially expressed transcripts: *red* color refers to those transcripts positively regulated by *Urea*+*NBPT* treatment, while in green are transcripts negatively regulated by *Urea*+*NBPT* treatment.

Supplementary Table 1 **MapMan Mapping File**. Transcript mapping file for the pathway of urea assimilation and primary metabolism.

Supplementary Table 2 **MapMan Mapping File**. Transcript mapping file for the pathway of phenylalanine/tyrosine derivatives.

Supplementary Table 3 **Real-time RT-PCR validation of a set of genes differentially expressed in microarray analysis *Urea*+*NBPT* vs. *Urea***. In the table are shown (starting from left column): Number of transcript according to **Tables 2–4**, **Supplementary Table 4**, transcript ID, description, gene symbol, microarray value (fold change and *p*. value adj.), real-time RT-PCR values (fold change and standard deviation), sequence of forward and reverse primers and primer efficiency.

Supplementary Table4 **Differentially expressed transcripts resulted by the comparison of root transcriptional profiles of *Urea*+*NBPT* plants with root transcriptional profile of *Urea* plants (*Urea*+*NBPT* vs. *Urea* comparison)**. In the table are shown (starting from left column): transcript ID, fold change (*FC*) of *Urea*+*NBPT* vs. *Urea*, adjusted *P*-value of *Urea*+*NBPT* vs. *Urea,* gene model ID, transcript ID, protein ID, Zmays_181 ID, Zmays_181 description, homolog protein of Arabidopsis, and rice (annotation according to *Zea mays 6a* annotation file, http://genome.jgi.doe.gov), MapMan bincode and name were reported for each transcript.

How the deposited data were processed for this re-analysis (not part of the article)

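RNA from roots of maize plants in the Urea+NBPT treatment was measured on 3 NimbleGen arrays on 1 slide, each from a separate pool of roots. The authors hybridized Cy3-labelled cDNA, scanned the arrays and extracted an intensity for each probe with NimbleScan. The deposited intensities appear to be quantile normalized over arrays already, on a linear scale, and over which arrays this was done is not given in the sources used here. Median intensities were 550, 550 and 550, and in 0 probes did the deposited value table differ from the array files. The sample labels name RMA, with no version. The log2 values were computed from the authors' intensities, as deposited, with R 4.3.3 and limma 3.58.1, by the steps given with the array experiment.

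All 3 arrays formed a single group, and no comparison between conditions was made. The plan took the intensities as raw signals, and the same steps were kept when they appeared to be normalized. The steps, detection thresholds, lists and tests of detection and spread were chosen before the data were examined, and so was the rule for the transcripts to name. The count of transcripts in which 1 replicate lay more than 1 above the others and the tests of what could explain it came after the values were seen. This rule took every transcript of Tables 2 to 4 and of Supplementary Table 3, the transcripts that the results cite by number, with the largest absolute fold changes of the paper as examples of each list, keyword lists through the gene names of the reference, and the detected transcripts with the largest range between replicates. The paper's fold changes had been seen when the rule was written. It gave 287 transcripts, apart from the last group. Of 59756 transcripts, those of 39219 genes, 18690 genes were found among the synonyms of the reference gene table, and 18171 of them had 1 reference gene. Transcripts that the paper cites by number and that the tables used here do not pair with an identifier were not used.

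Detection was compared between each list and all other transcripts of the array with Fisher's exact test, two-sided, and p-values were adjusted by Benjamini-Hochberg over 32 lists, of which 1 had an adjusted p under 0.05. Spread was compared with that of 10000 random lists, matched on size and mean level but not on the number of probes. Of 11 keyword lists, 8 held no transcript, namely those of urea, ammonium, aquaporins, arginine decarboxylase, phenylpropanoids, metals, green leaf and pollen. The steps were tested on simulated data with 59756 transcripts, where 99.99% of transcripts with signal and 0% of those without were called detected. The simulated background was drawn separately for each array and alike for control probes and transcripts without signal. These shares therefore do not measure how often the call errs on the real arrays. Among 200 transcripts raised in 1 array, 97% of 2-fold and 100% of 4-fold differences were recovered at a log2 cut below 1. Recovery at the difference of 1 that the counts use was not computed. The alternatives tried were a higher detection threshold, detection in at least 2 arrays, other background corrections, scaling to one median, the mean of probe values, the authors' value table and leaving out each replicate. Removal of a gradient across the array surface was added after seeing the data. The samples are of maize, and no human data were used.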

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

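All tests of why replicate 2 lay above the others came after the values were seen. Among them, the tests of probe position along the transcript and of other transcripts of the gene were chosen only after the result was seen. The detected transcripts with the largest range between the highest and lowest replicate in Urea+NBPT roots lie outside the lists of the paper that were used here, which is why they are given here. In 9 of them replicate 2 was the highest, namely GRMZM2G048377_T01 with a range of 4.89, GRMZM2G085295_T01 with a range of 4.71, GRMZM2G092627_T01 with a range of 4.31, GRMZM2G427903_T01 with a range of 3.89, GRMZM2G477879_T01 with a range of 3.88, GRMZM2G171452_T01 (LOC100275927) with a range of 3.77, GRMZM2G348582_T01 with a range of 3.62, GRMZM2G499182_T01 with a range of 3.55 and GRMZM2G121905_T01 (LOC100384203) with a range of 3.54 on the log2 scale. In GRMZM2G700614_T01 replicate 3 was the highest, with a range of 3.58.

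Replicate 2 lay more than 1 above the mean of the other replicates in 22 of the 82 transcripts that the paper lists as up. Over all 59756 transcripts of the array it did so in 1350. The 22 include those of urease, nitrite reductase, PIP2;2 and callose synthesis, and the transcript that the paper cites for SAM synthesis. The paper's fold change, which contains the mean of the same replicates, favours this direction by itself. By RT-PCR the paper also has the short urease transcript as up, with nitrite reductase at 2.17 ± 0.0173 (SD), PIP2;2 at 3.32 ± 0.134 (SD) and VIT1 at 4.54 ± 0.44 (SD). Whether the RT-PCR used the same pools of roots as the arrays is not stated in the paper. A candidate explanation is that the signal of replicate 2 reaches farther towards the 5' end of transcripts on its array: in 84.3% of 6664 probe pairs of 1 transcript at least 1000 nt apart the excess of replicate 2 was larger at the 5' probe, but the difference exceeded 1 in 9.3% of the pairs, and 1 of the 22 transcripts has such a pair. That the whole gene was higher in the plants of replicate 2, a biological explanation, was tested at 1 probe per gene. This was the probe of largest position in the gene's other transcripts. Positions count along each transcript, so this probe need not lie at the end of the gene or in sequence shared with the listed transcript. The median excess was 0.31 over 11 genes, but 5 of these probes were not above the random control probes in every array. In the 6 that were, the median was 0.23 (from -0.18 to 0.46). At 1 probe per gene, this argues against a rise of all transcripts of the gene for these 6 and leaves it open for the other 16 transcripts. A rise of only some transcripts of a gene, such as the listed one, need not show at such a probe and was not tested. The transcripts of largest range named above were not part of this test, and most are the only one of their gene on the array. Of the 3 other transcripts of GRMZM2G121905, 2 also ranged over 1 between replicates. A gradient across the array was argued against, since 90.9% of the transcripts had an excess over 1 after its removal, and so was genomic DNA, since the share of transcripts above background in replicate 2 differed by -0.972 percentage points from the mean of the others. The position of the signal stays open as a hypothesis, and other differences between the pools of plants were not tested.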

How the results depend on the processing

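Among the tests under other settings, those with the array gradient removed were chosen only after the data were seen. Over 11 settings, the detected transcripts numbered 28313 at the 99th percentile of the random control probes to 39566 with detection in at least 2 arrays, and 37871 without the gradient. The share of detected photosynthesis transcripts stayed higher in every setting (adjusted p from 0.000226 to 0.00756, Fisher's exact test), and those of Tables 2 to 4 were found to differ in none. At the 99th percentile 2 cited lists passed the threshold in place of 1, the second being ethylene, and the 2-fold range held for 874 transcripts in place of 1514. With offset 0, 187 of 287 named levels moved by less than 1 SD, the 2-fold range held for 2034 transcripts, and the spread percentile of Tables 2 to 4 was 95.56 in place of 99.58. Leaving out each replicate gave a median SD of 0.11 (without replicate 2) to 0.16 and 346 (without replicate 2) to 990 transcripts with a 2-fold range. Both tend to be smaller with fewer arrays by construction. The spread percentile was then 67.57 (without replicate 2) to 95.89. In 18 cases the odds ratio of a list crossed 1, none past the threshold. At the 99th percentile the detected transcripts were then 0 for photorespiration, 3 for glycolysis, 0 for electron transport listed as down, 0 for SAM synthesis, 1 for proline oxidase, 2 for polyamine degradation, 5 for auxin, 12 for biotic stress, 0 for triose-phosphate translocators, 0 for dicarboxylate transporters and 3 for antioxidant enzymes. Among the other lists they were 9, 6 and 5 for Tables 2, 3 and 4, 42 for photosynthesis, 1 and 2 for the TCA cycle listed as up and down, 0 for SAM methyltransferases, 0 for pectinesterases, 1 for cell wall degradation, 3 for cell wall proteins, 8 for abiotic stress and 2 for jasmonic acid biosynthesis. With the mean of probe values photorespiration had 1. With offset 0 glycolysis had 5, and triose-phosphate translocators had 1, as they had without background correction and in the authors' value table (1 and 1). The TCA cycle listed as down had 4 in at least 2 arrays, and 3 to 4 when each replicate was left out. A higher threshold leaves fewer transcripts by construction, and for the other changes the cause was not tested. Scaling to one median changes little, since the deposited intensities are already on one distribution. For the same reason the authors' value table nearly repeats the setting without background correction, with 37142 and 37141 transcripts detected. These settings are therefore not separate support. No paired analysis was made, because the arrays analysed here are of 1 condition. Signal over background limits detection near the random control probes.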

Other observations

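No test in this part was chosen after its result was seen. The nitrate transporter nrt2.2 (GRMZM2G010251_T01), of a family of high-affinity transporters, was detected in Urea+NBPT roots at 14.07 ± 0.26 (SD, n = 3), and NRT1.2 was detected as GRMZM5G811593_T01 at 11.01 ± 0.31 (SD, n = 3). The other NRT1.2 transcript, GRMZM5G811593_T03, had 7.99 ± 0.21 (SD, n = 3) and Nrt1.1 (GRMZM2G041631_T01) had 7.76 ± 0.27 (SD, n = 3), both above the random control probes in no array. Of the nitrate list 2 of 4 were thus detected (two-sided Fisher's exact test, adjusted p = 0.97). Of 24 transcripts of reference genes, namely actins and ubiquitins, 21 were detected (two-sided Fisher's exact test, p = 0.0106, adjusted p = 0.169). A seed storage zein, GRMZM2G060429_T01, the only member of the seed and endosperm list, was not detected, at 5.99 ± 0.06 (SD, n = 3).

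Among the transcripts that the paper measured by RT-PCR, the ketose-bisphosphate aldolase KBA (GRMZM2G074454_T01) had 10.01, 12.83 and 9.83 in replicates 1, 2 and 3, with a fold change of 2.57 and an RT-PCR value of 3.65 ± 0.375 (SD) in the paper. The boron transporter BOR5 (GRMZM2G357317_T01) had 8.37 ± 0.52 (SD, n = 3) and lay above background in 2 of 3 arrays, with a fold change of 2.56 and an RT-PCR value of 2.41 ± 0.458 (SD) in the paper. BTBZ2 (GRMZM2G004161_T01), a BTB and TAZ domain protein, was detected at 11.22 ± 0.36 (SD, n = 3), with -2.08 and -2.14 ± 0.241 (SD) in the paper. Of the reference genes for RT-PCR, GAPDH (GRMZM2G046804_T07) was detected at 11.02 ± 0.19 (SD, n = 3), and alpha tubulin TUA (GRMZM2G152466_T01) had 6.62 ± 0.24 (SD, n = 3) and lay above background in no array. The other 6 transcripts of its gene on the array were all detected, at 10.85 to 15.19, and are given after their values were seen.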
